# Navel orange peel essential oil inhibits the growth and progression of triple negative breast cancer

**DOI:** 10.1186/s12906-024-04525-y

**Published:** 2024-06-14

**Authors:** Chao Yang, Wenwen Zhang, Shi Xiang, Lai Chen, Jiong Chun, Hui Chen

**Keywords:** Navel orange, Essential oil, Triple negative breast cancer, RNA-seq, Apoptosis

## Abstract

**Background:**

Triple Negative Breast Cancer (TNBC) is a particular type of breast cancer with the highest mortality rate. Essential oils are concerned more and more as potential anti-cancer drugs.

**Methods:**

TNBC cells were treated with different concentrations of navel orange peel essential oil (NOPEO), and then a variety of  experiments were performed to investigate the changes in the growth and progression of TNBC cells. MTT assay was performed to detect the proliferation of TNBC cells. The changes of cell cycle and apoptosis were analyzed by FACS. In order to explored the migration of TNBC cells, scratch wound assay was carried out. Western blotting and qPCR were used to examine the expression of proteins and mRNA of related genes. Furthermore, RNA-seq was used to analyze the altered genes and explored the possible signal pathway.

**Results:**

NOPEO demonstrated dose- and time-dependent suppression of TNBC cell growth. TNBC cells showed an increased percentage of G2/M-phase cells and the protein levels of CyclinB1 and CyclinD1 were decreased after NOPEO treatment. The apoptotic cells were increased in the NOPEO treated TNBC cells. The migration mobility was significantly inhibited by NOPEO. In total, 1376 genes were found to be up-regulated and 1335 genes were down-regulated after NOPEO treatment. According to KEGG and GO pathways, the differentially expressed genes were related to MAPK, Jak/stat and FoxQ signaling pathways.

**Conclusion:**

This investigation explored the bio-activity and molecular mechanisms of NOPEO against TNBC cells. These results indicated that NOPEO could suppress TNBC growth and migration perhaps via the MAPK and Jak/stat signaling pathways, which may provide theoretical reference for anticancer drug development. NOPEO may be a potential natural product for the chemotherapeutic of TNBC.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12906-024-04525-y.

## Background

Breast cancer is the second leading cause of cancer death in women and the most prevalent cancer in women in worldwide [1]. Breast cancer segmentation is based on the levels of human epidermal growth factor receptor 2 (HER2), progesterone receptor (PR) and estrogen receptor (ER) by immunohistochemical staining [2]. TNBC is a distinct subtype of breast cancer distinguished by the absence of HER2, ER and PR expression. It is responsible for 15% of all breast cancers and has a poorer prognostic value and survival [3]. Conventional treatments for early TNBC include surgery followed by adjuvant chemotherapy to reduce the risk of the cancer returning. Despite chemotherapy being a common treatment strategy for TNBC, the toxic and mutagenic nature of these agents induces DNA damage in normal cells, leading to death or transformation of non-tumor cells [4, 5]. Therefore, the search for chemotherapeutic agents with fewer collateral effects remains crucial for effective cancer therapy.

The use of natural products has gained considerable attention and is an important part of chemo-prevention of disease by reducing the incidence of adverse events. Essential oil (EO), a diverse group of natural products extracted from plants, possess bio-active properties including antioxidant, anti-mutagenic, anti-depressant, antibacterial, anti-inflammatory, antiviral and anti-cancer properties [6–8]. More and more evidences show the prospects of EO as therapeutic agents for a variety of diseases. Citrus EO is rich in a large number of chemicals and widely used in food and perfume industry [9, 10]. An important way of increasing the economic value of the crop is to exploit citrus EO. Recently, the bio-activity of citrus EO is getting more and more attention, especially in the field of chemo-prevention and treatment of cancer [11, 12]. With IC_50_ values of 87.17 μg/mL (C. pyriformis), 25.91 μg/mL (C. hystrix), 20.41 μg/mL (C. microcarpa) and 11.66 μg/mL (C. limon), the citrus EOs showed potent anti-proliferative activities against HeLa cells [13]. By reducing protein levels of COX-2 and IL-6, Palestinian sweet lime EO could promote apoptosis and suppress inflammation against SW480 cells [14]. The C. medica L. cv. Diamante and C. bergamia EOs were found to be cytotoxic to melanoma A375 cells showing IC_50_ values of 89.1 and 79.3 µg/mL, respectively [15]. In the MTT experiment, C. reticulata peel EO significantly inhibited Dalton’s Lymphoma Ascites (DLA) cells. This was followed by nuclear pyknosis, membrane blebbing, apoptotic body formation and DNA damage resulting in apoptosis. In vivo experiments, mice pre-treated with C. reticulata peel extract were significantly (50%) protected from Dalton’s Lymphoma Ascites compared to post-treated mice (33%), without any noticeable toxic symptoms [16].

The navel orange, a member of the Citrus genus of the Rutaceae family, contains a large number beneficial natural products including essential oil, flavonoids, carotenoids and vitamins [17–20]. While chemical constituent and bio-activities of NOPEO have been studied, the anti-cancer effects and molecular mechanisms of NOPEO on TNBC cells have not been well investigated. In this work, we have obtained NOPEO from the peel of navel oranges by cold pressing, and have also used molecular distillation to remove waxes, carotenoids and pesticide residues that could have an impact on the anti-cancer activity. The objective of this research was to clarify the effects of NOPEO against TNBC cells by examining the cell growth and apoptosis as well as the expression of associated proteins. Assessments of the anti-cancer functions of NOPEO were conducted using the MTT and scratch wound assays, while cell proliferation signaling pathways were investigated. The cell cycle was assessed with flow cytometry and the most relevant proteins involved in the different phases of cell cycle were determined by western blot. Our results showed that NOPEO has anti-cancer properties, causing cell cycle block and cell apoptosis mainly by targeting the MAPK and Jak/stat pathways.

## Methods

### Preparation of NOPEO sample

The NOPEO sample was prepared as described by Yang et al. by cold pressing of gannan navel orange peel followed by molecular distillation [21].

### Cell culture

The TNBC cell lines MDA-MB-231 and MDA-MB-453 were obtained from the Stem Cell Bank, Chinese Academy of Sciences (Shanghai, China). The cells were cultured in Leibovits' medium (L-15) containing 10% (v/v) fetal bovine serum (FBS) and maintained at 37 °C.

### MTT assay

The cell suspension (1 × 10^4^ cells/mL) was prepared by digesting TNBC cells with 0.25% trypsin. 96-well plates were seeded with 200 μL of cell suspension and the NOPEO per well for 24, 48 and 72 h. 20 μL MTT reagent (0.5 mg/mL) was pipetted into each well and incubated for 4 h at 37 °C. The culture medium was then discarded, washed with PBS and shaken with 200 μL dimethyl sulfoxide (DMSO). Absorbance at 490 nm was measured for each sample [22]. The experiment was repeated in triplicate. Six replicate wells were used in each experiment.

### Propidium Iodide (PI) staining

The treated cells were harvested and rinsed two times with 1 × PBS. Cells were harvested by spinning at 2000 rpm for 5 min and resuspended in 70% ethanol at 4 °C overnight. The cells were incubated with PI (0.05 mg/mL) plus RNase (0.02 mg/mL) for 30 min at 37 °C in the dark. A FACS Coulter flow cytometer (Beckman Coulter, Fullerton, CA, USA) was used to analyse the DNA content.

### Western blotting

To measure protein levels, prior to electrotransfer to PVDF membrane, the NOPEO-treated cell lysates were resolved by 10% SDS-PAGE. The membrane was sequentially blotting by 5% milk, primary and secondary antibodies. The ECL chromogenic solution was used to detect protein expression signals and the ChemiDoc XRS+ instrument (Bio-Rad Laboratories, Hercules, CA, USA) was used to capture luminescence signals.

### Annexin V/PI assay

The tested cells were harvested by trypsinisation and were spun at 3000 rpm for 5 min. The cell pellets was re-mixed in binding buffer at a concentration of 1 × 10^5^–1 × l0^6^ cells per mL. The experimental procedure was according to the protocol of the Annexin V/PI kit (Beyotime, Shanghai, China). The samples were analyzed by FACS (Beckman Coulter, Fullerton, CA, USA) [23].

### Scratch wound assay

When cells grew to 90% confluence, the cell layer was scratched straight with a pipet tip. NOPEO was added to the cells at different density dissolved in serum-free medium. The serum-free medium containing 0.1% (v/v) DMSO was served as a control. A fluorescence microscope (Leica, Danaher Corporation, United States) was used to photograph all cells at 0 and 24 h. The bright field was used to take graph of wound healing detection.

### RNA-seq and data analysis

The MDA-MB-231 cells were exposed to NOPEO or DMSO for 24 h. Three replicates were performed for each group. The samples were dissolved by Trizol and post to Shanghai Majorbio Bio-Pharm Technology Co., Ltd, China for sequencing. The data was analyzed by R language.

### Real-time fluorescence quantitative PCR assay

The NOPEO or DMSO treated MDA-MB-231 cells were extracted into RNA by Trizol. The total RNA samples were reverse transcripted to cDNA by PrimeScript™ RT reagent Kit with gDNA Eraser (Takara). Real-time fluorescence quantitative PCR (qPCR) was performed in triplicate using TB Green® Fast qPCR Mix (Takara Biomedical Technology, Beijing, China). The primers for the RT-PCR are included in Supplementary data S1.

#### Statistical analysis

The Statistical Package for the Social Sciences (SPSS) 20.0 software was applied to analyse the experimental data, which is presented as the mean ± standard deviation (SD) of at least 3 separate experiments.

## Results

### NOPEO inhibited the growth of TNBC

The MTT trial was performed after treatment of MDA-MB-231 and MDA-MB-453 cells with NOPEO at various concentrations to assess the anticancer ability of NOPEO. In Fig. 1, NOPEO demonstrated dose and time-dependent suppression of TNBC cell growth. Viability was inhibited from 19.86 ± 0.79% to 85.52 ± 2.78% for MDA-MB-231 cells (Fig. 1A) and from 18.70 ± 0.83% to 90.46 ± 1.69% for MDA-MB-453 cells (Fig. 1B) by NOPEO treatment (6.25–200 µg/mL) for 24 h. As the treatment time increased from 24 to 72 h, the inhibition rates of cell viability also increased. For example, the percentage of cell viability varied from 19.86 ± 0.79% to 38.31 ± 0.89% when 6.25 μg/mL NOPEO was added to MDA-MB-231 cells from 24 to 72 h.

**Fig. 1:**
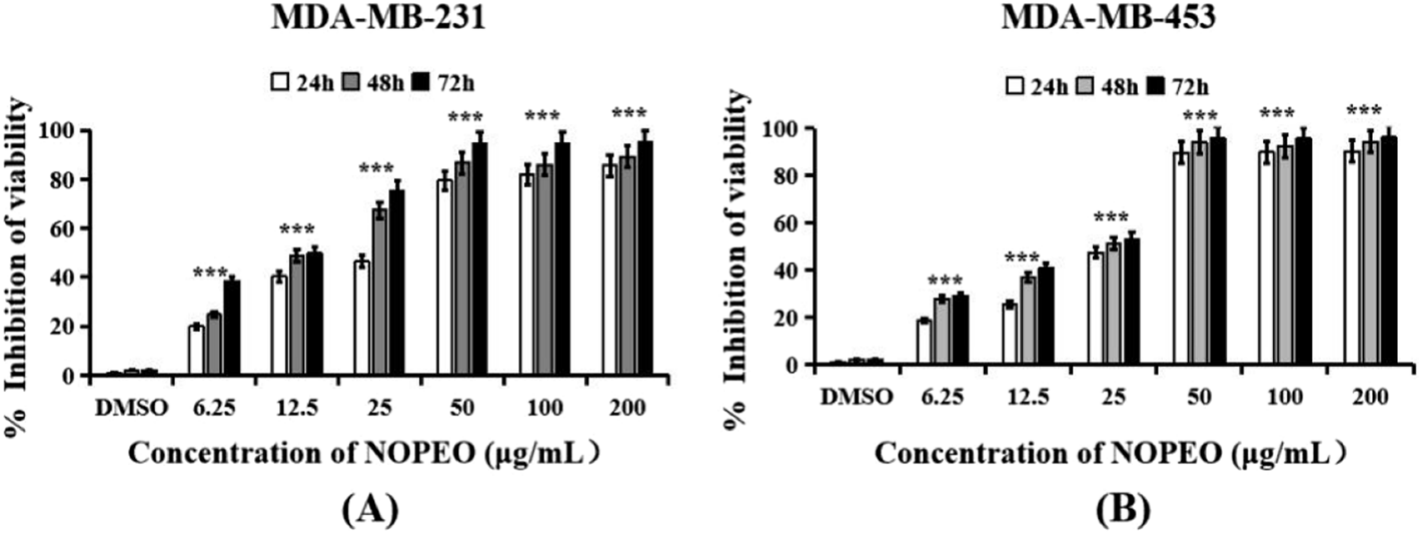
NOPEO inhibited TNBC cells’ proliferation. The inhibition viability of MDA-MB-231 (**A**) and MDA-MB-453 (**B**) cells were cultured with 6.25–200 μg/mL NOPEO and evaluated by the MTT assay

After 24 h of treatment with NOPEO, the IC_50_ values in MDA-MB-231 and MDA-MB- 453 cells were 22.66 ± 0.68 μg/mL and 23.18 ± 0.76 μg/mL, respectively. Hiva Alipanah et al. found that the IC_50_ values for Citrus sinensis and Citrus limon EO in MDA-MB-468 cells were 23.65 and 40.32 µg/ml, respectively [24].

### NOPEO induced the cell cycle block in TNBC cells

Treatment with NOPEO suppressed the cell growth of TNBC cells, but the molecular mechanism of this was not known. To determine whether NOPEO affected the cell cycle, the distribution of cell cycle was measured by PI staining. A NOPEO induced cell cycle inhibition was found after the treatment of TNBC cells for 24 h with 100 µg/mL NOPEO (Fig. 2A-B). TNBC cells showed an increased percentage of G2/M-phase cells (Fig. 2C). Uncontrolled cell growth is one of the characteristics of cancer and proper functioning of the cell cycle ensures that cells continue to proliferate. In this process, the proper function of cell cycle related proteins, including cyclinB1 and cyclinD1, is to ensure cell cycle proceeding correctly [25, 26]. In the NOPEO treated MDA-MB-231 cells, the protein levels of CyclinB1 and CyclinD1 were decreased (Fig. 2D).

**Fig. 2:**
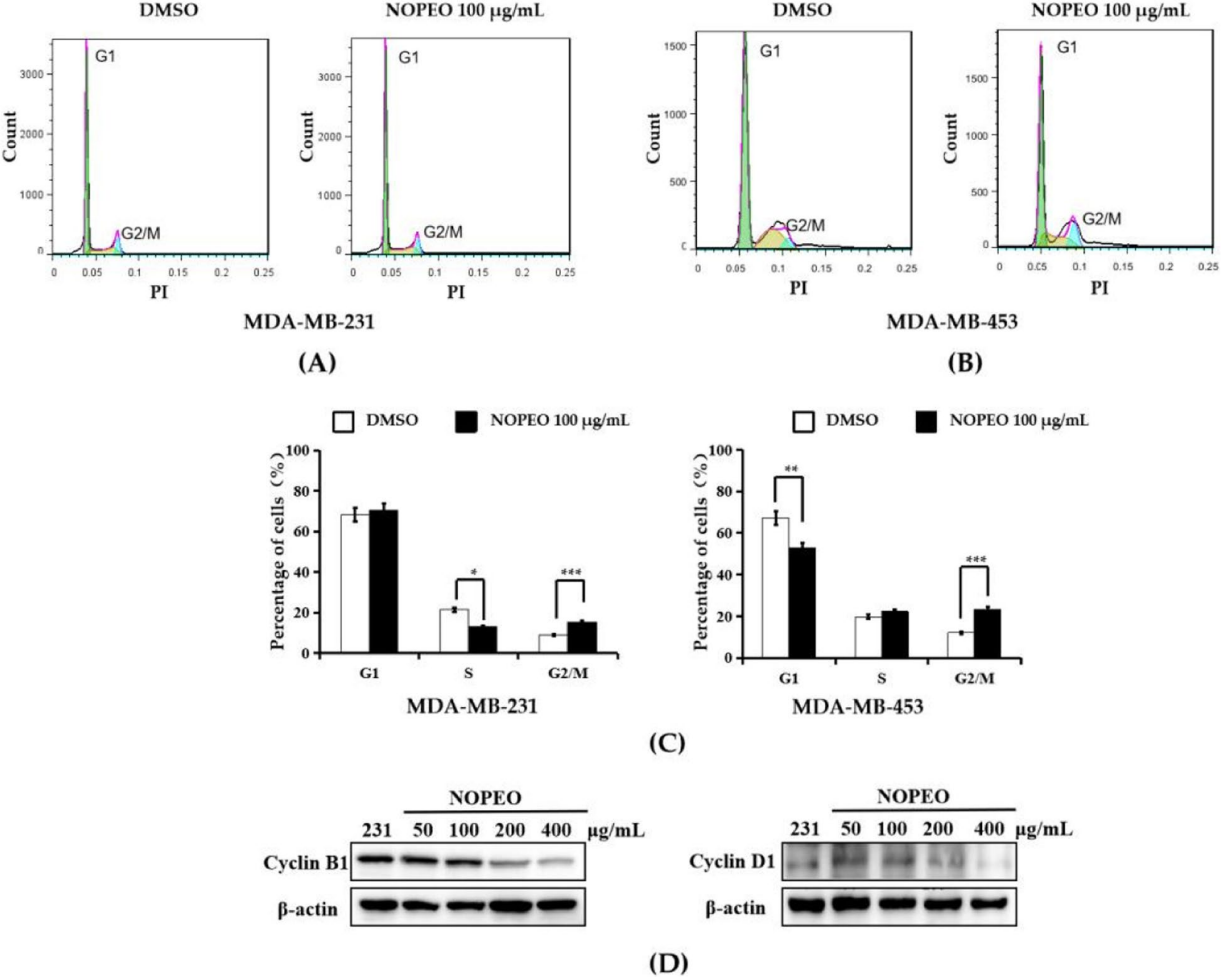
NOPEO blocked the cell cycle of TNBC cells. **A**-**B** TNBC cell cycle distribution. **C** Analysis of PI-stained DNA content by flow cytometry. ** *P* less than 0.01 and *** *P* less than 0.001 compared to the DMSO group. **D** The MDA-MB-231 cells were treated with 50–400 μg/mL NOPEO. The levels of Cyclin B1 and Cyclin D1 proteins were analyzed by western blotting

### NOPEO induced the apoptosis of TNBC cells

To further investigate the inhibiting effect of NOPEO on TNBC cell proliferation, we have examined the influence of NOPEO on cell apoptosis. TNBC cells were exposed to 100 μg/mL of NOPEO and used the Annexin-V FITC/PI assay to observe the rate of cell death. In Fig. 3, 46.6% of NOPEO treated MDA-MB-231 and only 0.436% of DMSO treated cells were in the early apoptotic phase. 74.6% of MDA-MB-453 cells in the NOPEO treatment group and only 0.889% of DMSO treated cells were in early apoptosis. The results indicated that NOPEO may be effective in inducing apoptosis and inhibiting proliferation in TNBC cells. Bcl-2 and Bax are the marker genes for the mitochondrial pathway of cell apoptosis, so when Bcl-2 expression is decreased and Bax is highly expressed, this means that apoptosis occurs through the mitochondrial pathway [27, 28]. The level of Bcl-2 was reduced after NOPEO treatment, and as the EO concentration increased, the expression of Bcl-2 showed a decreasing trend. On the contrary, there was an increase in Bax protein levels after handling with different densities of NOPEO, and the level of Bax expression tended to increase with increasing concentration of NOPEO (Fig. 3C). Matrix metalloproteinases (MMPs) are a class of zinc-dependent endopeptidases that degrade various protein components of the extracellular matrix (ECM). Members of this family have been implicated in cellular proliferation, migration and differentiation, angiogenesis, apoptosis and tissue repair. The expression of MMP2 and MMP9 are important indicators of the migration ability of tumour cells [29, 30]. In Fig. 3C, the levels of MMP2 and MMP9 protein decreased with increasing concentrations of NOPEO in MDA-MB-231 cells.

**Fig. 3:**
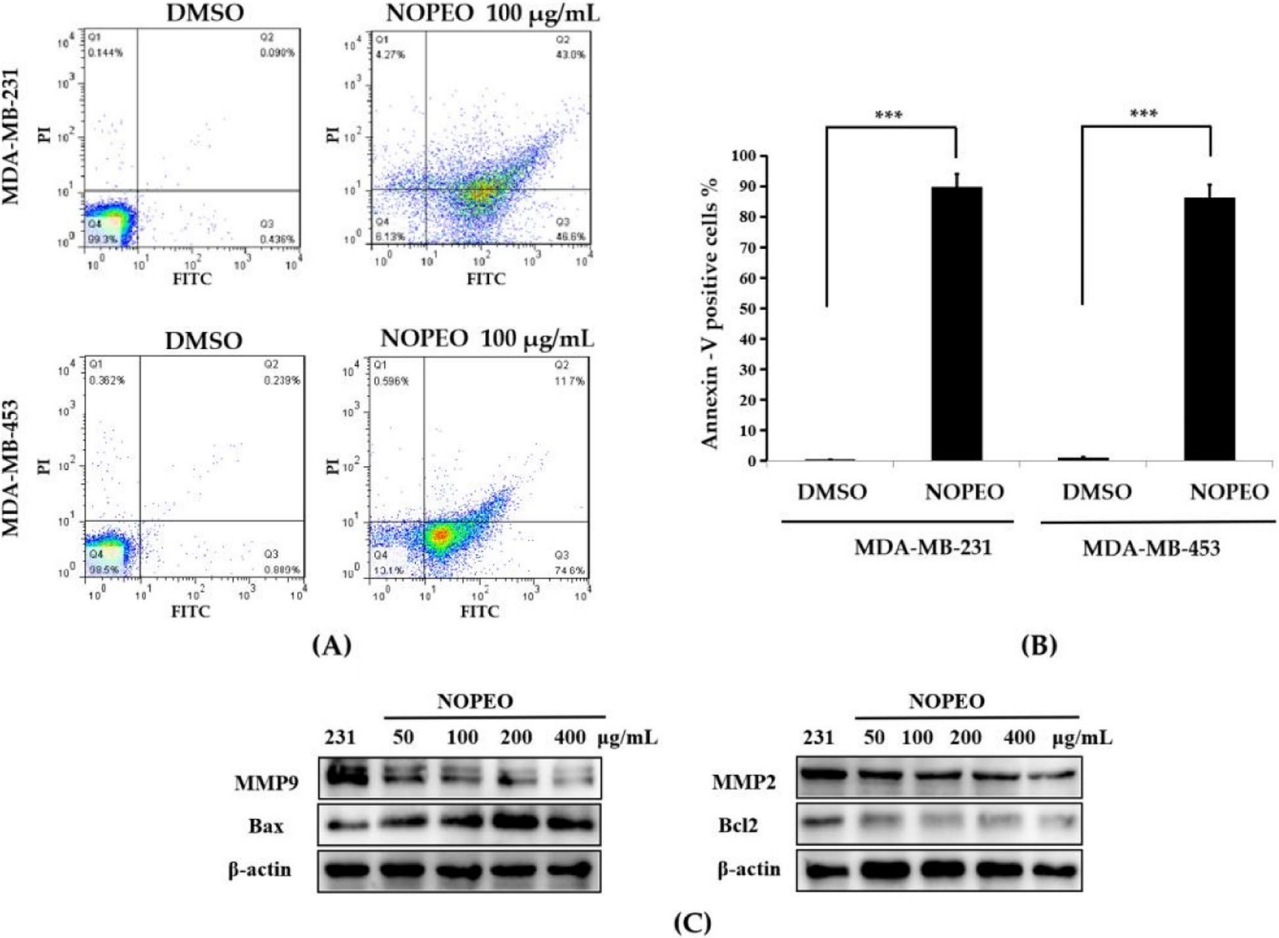
NOPEO induced cell apoptosis. **A** 100 μg/mL NOPEO were added toTNBC cells for 24 h and the rate of cell apoptosis were measured by flow cytometry. DMSO group as a negative control. Q1: death cells, Q2: late apoptosis, Q3: early apoptosis, Q4: living cells. **B** Columns represent the statistical result of the annexin V FITC/PI assay. *** *P* less than 0.001 compared with the DMSO group. **C** The MDA-MB-231 cells were treated with 50–400 μg/mL NOPEO. The levels of MMP9, MMP2, Bcl-2 and Bax protein were examined by western blotting

### NOPEO inhibited migration of the TNBC cells

To examine the influence of NOPEO on the metastasis of TNBC, scratch wound trial was used to test the migration of TNBC cells. When the MDA-MB-231 cells were exposed to 100 μg/mL of NOPEO for 24 h, the cell migration was inhibited (Fig. 4A-B). The mobility rate of MDA-MB-231 cells in the presence of 200 µg/mL NOPEO was 0.61% ± 0.04%, which was 50 times lower than that of the control group(52.03% ± 2.14%).

**Fig. 4:**
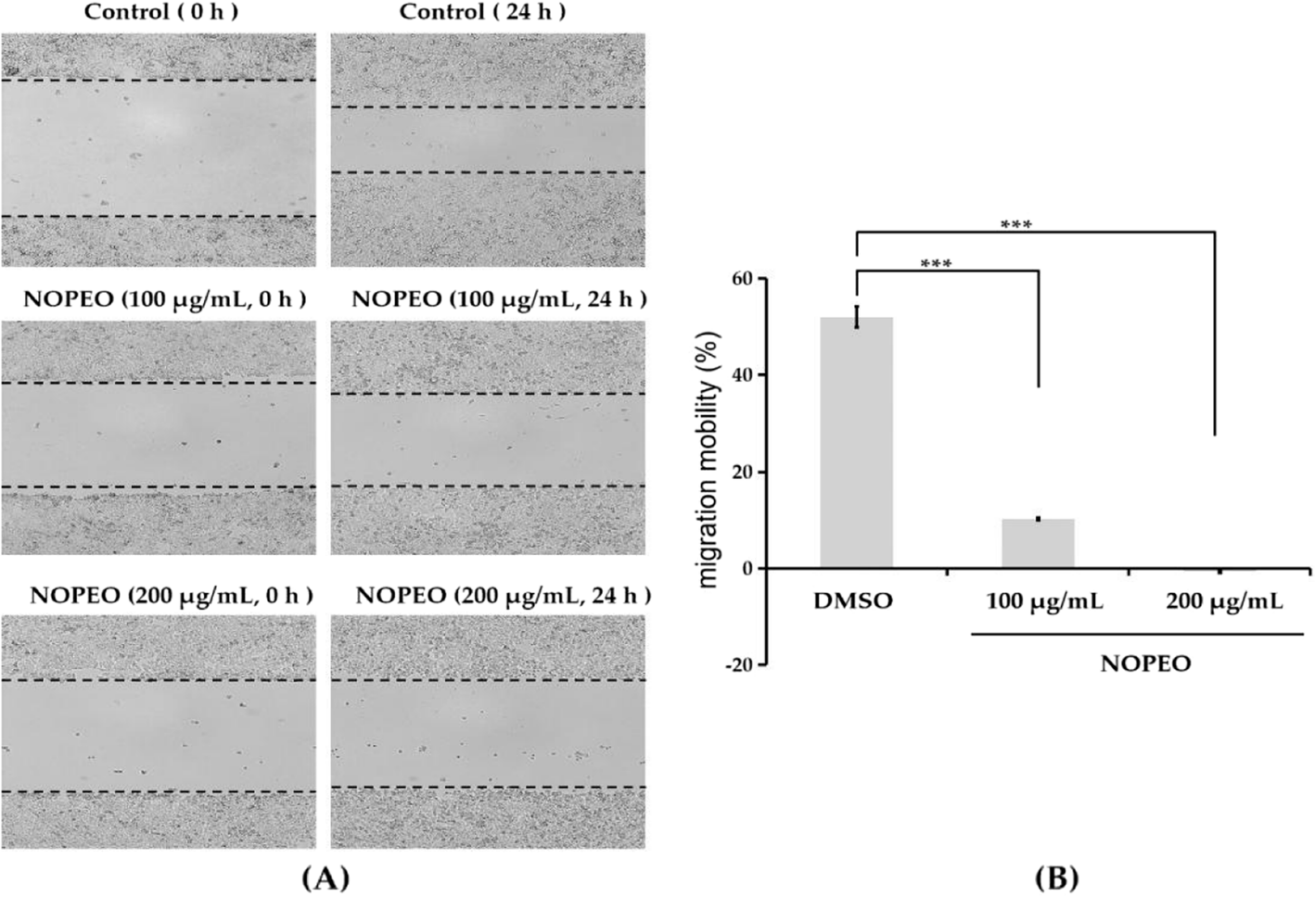
NOPEO regulated the migration of TNBC cells. **A** The migrate pictures of cells at 0 and 24 h. Serum-free medium was used as the control. Cell migration mobility was analyzed using Image J and Excel software. **B** ***P less than 0.001 indicates a significant difference

### RNA-seq analyzed the differentially expressed genes of TNBC Cells treated by NOPEO

NOPEO could suppress the growth of TNBC cells by blocking cell cycle and promoting apoptosis, but the mechanism was unclear. 

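MDA-MB-231, a human triple negative breast cancer cell line, was treated with NOPEO or with the solvent DMSO for 24 h, and 3 libraries per group were sequenced. The dose of NOPEO is 50 μg/mL in the paper and 50 ppm in the sample labels. No source used here says whether the 3 libraries of a group came from separate cultures, so the p-values measure only the spread between these samples, which may be technical. The authors deposited estimated counts per transcript from sequencing at Majorbio, with libraries prepared by Illumina protocols according to the sample labels, and the paper names R for the analysis. The aligner, the counting tool and the genome build are not given in the sources used here. The counts of a library summed to 30891725, 24851386 and 21363895 in DMSO replicates 1, 2 and 3 and to 25609880, 28984898 and 22788985 in NOPEO replicates 1, 2 and 3. For the values given here, the counts of all transcripts of a gene were summed, rounded to whole numbers and normalized by TMM. Genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the 14016 genes with at least 1 CPM (counts scaled to the library's total) in at least 3 of the 6 libraries. On simulated counts of these 14016 genes with 200 changed, the test recovered 53.7% of the genes changed by 1.5-fold, 88.1% of those changed by 2-fold and 98.5% of those changed by 4-fold. Far more genes passed in the libraries themselves, so these rates need not hold there. Levels are CPM as mean ± SD of 3 libraries, and gene positions are those of GENCODE v29 on GRCh38.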

MDA-MB-231 cells supplemented with 50 μg/mL of NOPEO were detected by RNA-seq array to investigate the mechanism of NOPEO in TNBC cells. 

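At the end of the treatment the NOPEO treated cells differed from the DMSO treated cells in a large part of the measured genes. HSPA6, a stress-inducible chaperone of the HSP70 family, was at 1.84 ± 0.395 CPM (SD, n = 3) in DMSO and 366 ± 134 CPM (SD, n = 3) in NOPEO. HMOX1, the inducible heme oxygenase, was at 18.7 ± 0.790 CPM (SD, n = 3) in DMSO and 2653 ± 72.5 CPM (SD, n = 3) in NOPEO. Among the genes that fell were FAM111B, with a log2 fold change of -2.52, and the synaptic gene RIMS2, with -2.86. The other genes with the strongest falls were the pseudogene DUX4L33 with -3.17, AC112128.1 with -3.03, AP001781.2 with -2.83, FAM106A with -2.74, the antisense gene AC008522.1 with -2.62, AC015813.1 with -2.59, the readthrough gene ARHGAP19-SLIT1 with -2.45 and IGIP with -2.42. At an adjusted p of 0.05 or less from edgeR and a change of at least 2-fold, 1169 genes were higher and 1199 were lower in NOPEO. Without the fold threshold, 4813 genes were higher and 5139 were lower. The 3 NOPEO values lay all above the DMSO values for 5205 genes and all below for 5383, together 75.5% of the genes tested, where chance gives 10%. The higher DEGs had a median GC content of 59.0% and a median transcript length of 1502 bases, the lower DEGs 40.7% and 4724 bases, and all genes tested 49.0% and 2906 bases. With the trend of each library along GC content and length taken out, a correction chosen after seeing the data, 475 genes were higher and 338 lower, and 584 of these were DEGs in the same direction without it. When the libraries were scaled by their totals without the 50 most abundant genes and without TMM, 917 were higher and 1563 lower. Then 37.0% instead of 49.4% of the DEGs were higher, and the median log2 fold change of all genes was -0.114 instead of -0.021. How much of this came from leaving out TMM was not tested.

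**Figure D1:**
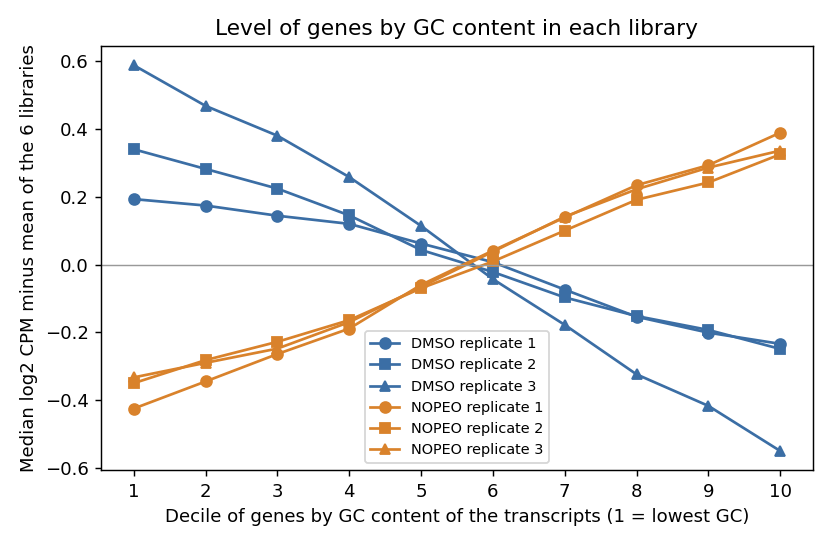
Median level of the genes tested in each of the 6 libraries (log2 CPM minus the mean of the 6 libraries, vertical axis) by decile of GC content of the transcripts (horizontal axis, 1 is the lowest GC content). Blue lines are DMSO replicates and orange lines NOPEO replicates; in the highest decile DMSO replicate 3 lies at -0.55 and the NOPEO replicates at 0.39, 0.32 and 0.34.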

RNA sequencing analysis revealed 2711 differentially expressed genes (DEGs) (1376 upregulated and 1335 downregulated) in experimental groups compared to control (Figs. 5 and 6). The top 10 DEGs are displayed in Table 1.

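The 8 up-regulated genes of Table 1 were 4.59 to 38.04 times as high in NOPEO as in DMSO. The chaperone HSPA1B (ENSG00000204388, chromosome 6, 31827735 to 31830255) rose from 233 ± 30.5 CPM (SD, n = 3) to 8878 ± 2080 CPM (SD, n = 3), a log2 fold change of 5.25 (standard error 0.178, adjusted p = 1.38e-09 from edgeR). DNAJB1, a co-chaperone of HSP70, had a log2 fold change of 3.47 (standard error 0.157, adjusted p = 1.58e-08 from the same test). SESN2 and DDIT4, both stress-induced inhibitors of mTORC1 signalling, had log2 fold changes of 3.29 (standard error 0.096) and 2.69 (standard error 0.120). EGR1, an immediate early transcription factor, rose by 3.10 on the log2 scale (standard error 0.111), and CDKN1A, the CDK inhibitor p21, by 2.20 (standard error 0.093). PMEPA1, a TGF-beta target gene, had a log2 fold change of 2.23 (standard error 0.089, adjusted p = 5e-09), and overlaps NKILA on the opposite strand. The down-regulated genes TOP2A and ASPM had log2 fold changes of -1.45 (standard error 0.134, adjusted p = 2.52e-06) and -1.91 (standard error 0.151, adjusted p = 1.11e-06). For each of the 10 genes the NOPEO and DMSO values did not overlap (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). HSPA1B is nearly identical to HSPA1A and overlaps AL671762.1, so how its reads were divided is uncertain. After the GC and length correction the log2 fold changes of HSPA1B, SESN2 and CDKN1A were 4.78, 2.92 and 1.68, and those of TOP2A and ASPM were -0.609 and -0.904, below the 2-fold threshold of a DEG.

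**Figure D2:**
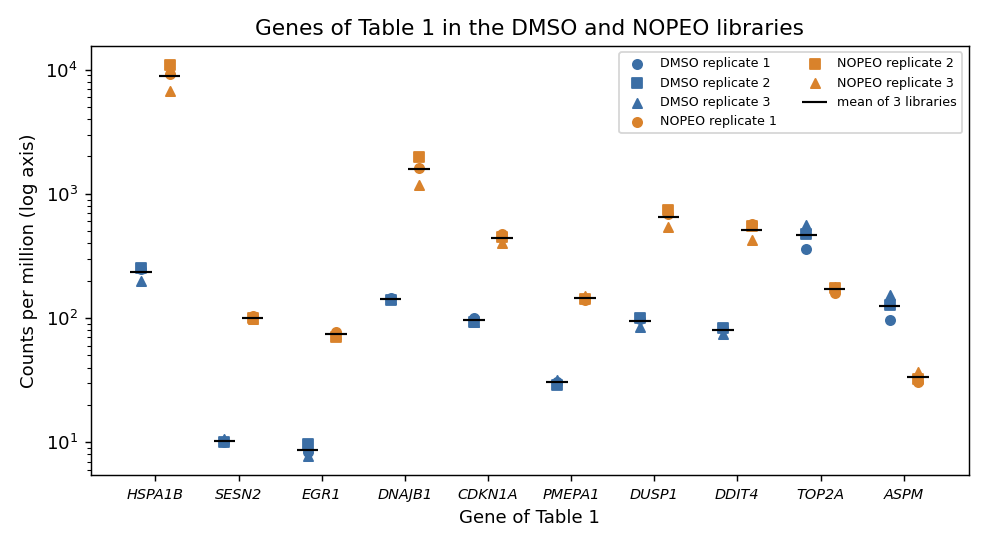
Level of the genes of Table 1 in each library (CPM, vertical log axis) by gene (horizontal axis). Blue symbols are the 3 DMSO libraries, orange symbols the 3 NOPEO libraries and black lines the group means, which for EGR1 are 8.62 and 73.9 CPM.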

**Fig. 5:**
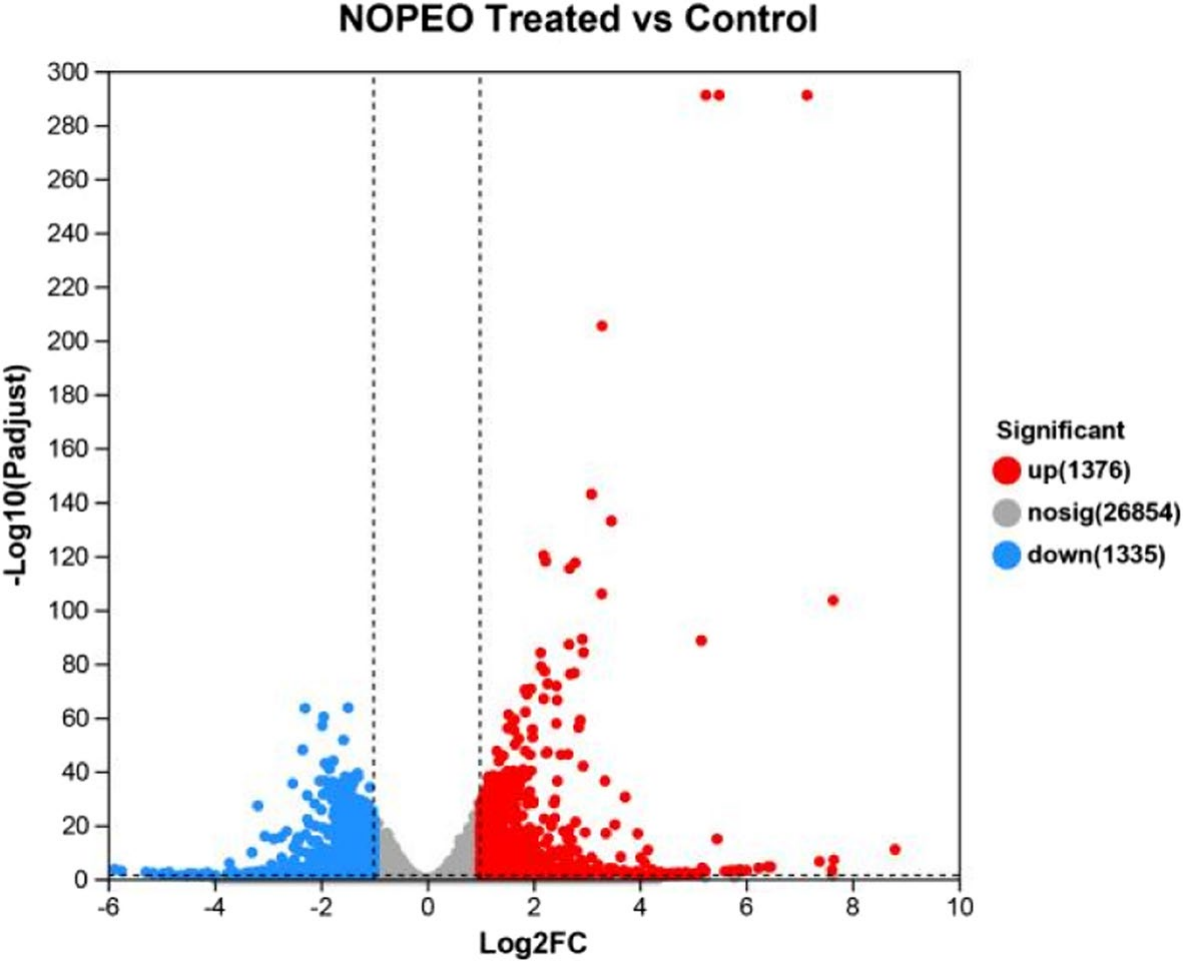
The Volcano plot of DEGs analyzed by RNA-seq. These genes are highlighted in colour and were found to be statistically significant (false discovery rate ≤ 0.05). Blue and red dots indicate significantly different down-regulated genes and up-regulated genes, respectively. Grey dots indicate genes that are not significantly different

**Fig. 6:**
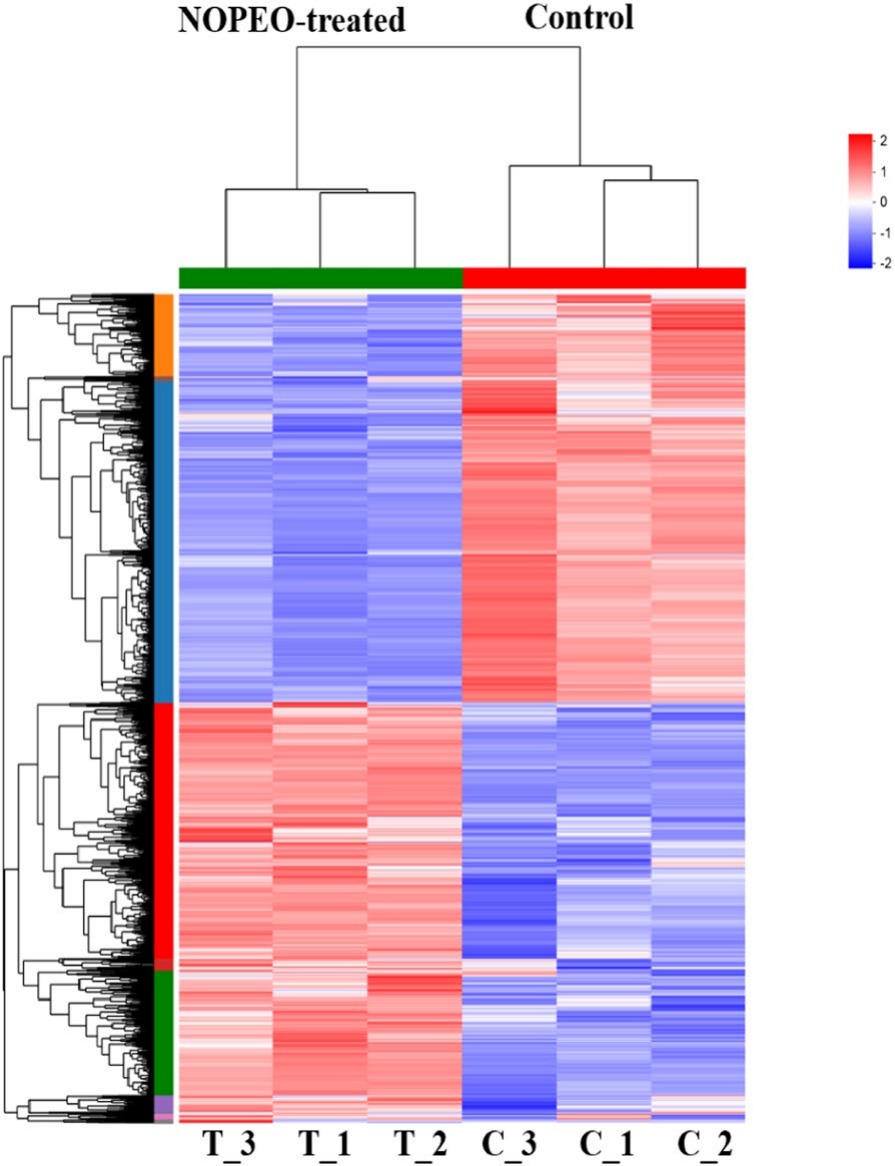
The Heat map of DEGs. The NOPEO treated group or control group were all replicated three times (*n* = 3). Genes were represented by rows, while samples were represented by columns. High expression relative to control cells was depicted in red blocks, while low expression was depicted in blue blocks

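The libraries of each group resembled one another more than those of the other group. Heat shock genes took a much larger share of the RNA after NOPEO, with HSPA1A and HSPA1B together at 0.029% to 0.036% of the counts in the DMSO libraries and at 0.897% to 1.44% in the NOPEO libraries. Genes encoded by mitochondrial DNA held 5.00% to 6.39% of the counts in DMSO and 3.96% to 4.35% in NOPEO. The 50 most abundant genes held 15.8% to 18.1% and 20.4% to 21.3%. Across the genes tested, Pearson's r of log2 CPM was 0.986 to 0.991 between DMSO libraries, 0.991 to 0.994 between NOPEO libraries and 0.913 to 0.954 between libraries of different groups; genes are not independent replicates. DMSO replicate 3 differed from the other DMSO libraries along GC content, with a Spearman's rho of -0.72 across genes.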

**Table 1:** Top 10 DEGs in MDA-MB-231 cells

**Rank**	**Gene Name**	**Gene Feature**	**log2C**	**Fold Change**	***p*-Value**
1	HSPA1B	Up-regulated	5.249906697	38.052	1.33E-295
2	SESN2	Up-regulated	3.292975006	9.801	1.36E-209
3	EGR1	Up-regulated	3.095641886	8.548	4.01E-147
4	DNAJB1	Up-regulated	3.471010767	11.089	3.97E-137
5	CDKN1A	Up-regulated	2.196698447	4.584	2.31E-124
6	PMEPA1	Up-regulated	2.231950652	4.698	4.12E-122
7	DUSP1	Up-regulated	2.789681817	6.915	1.83E-121
8	DDIT4	Up-regulated	2.684271355	6.428	2.57E-119
9	TOP2A	Down-regulated	-1.451776078	0.366	2.44E-29
10	ASPM	Down-regulated	-1.916514447	0.265	1.72E-39

### Analysis of function and pathway enrichment

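Most measured heat shock genes were higher and most measured genes of homologous recombination were lower in NOPEO treated cells. Of 26 measured chaperones and co-chaperones of the heat shock response, 17 were higher and 2 lower (17 and 2 when adjusted over the list alone). Examples are the small heat shock protein CRYAB with a log2 fold change of 5.39, the co-chaperone BAG3 with 2.44 and HSPH1 with 1.03, while the lower genes, named after their values were seen, were the mitochondrial chaperonin HSPD1 with -0.453 and HSPA4 with -0.355. The list was higher by limma's camera with its preset correlation (adjusted p = 3.49e-10), and adjusted p = 0.374 with an estimated correlation. Of 40 measured genes of homologous recombination and the Fanconi anemia pathway, 29 were lower and 1 higher (29 and 1 when adjusted over the list alone). POLQ, a DNA polymerase of end joining, had a log2 fold change of -1.64, BRCA1 -1.26 and BRCA2 -1.37, and the higher gene, named after its value was seen, was FANCE with 0.345. This list was lower by camera (adjusted p = 1.6e-07), and adjusted p = 0.364 with an estimated correlation. In the pathway annotation deposited with the counts, 40 of 135 tested genes of cytokine-cytokine receptor interaction were DEGs (odds ratio 2.18, Fisher's exact test, one-sided, adjusted p = 0.0252 over 323 pathways). Among the lower DEGs alone, homologous recombination held 14 of 44 genes (odds ratio 5.7, adjusted p = 0.000975) and the cell cycle 22 of 129 (odds ratio 2.52, adjusted p = 0.0448). Both calls ended after the GC and length correction. Homologous recombination then held 1 of 44 genes (odds ratio 1.02, adjusted p = 1). The cell cycle held 8 of 129 (odds ratio 3.02, adjusted p = 0.215), so its odds ratio did not fall. The lower DEGs with any pathway went from 487 to 140. For the DEGs of both directions together, 2 pathways passed before the correction and 22 after it. Cytokine-cytokine receptor interaction then held 25 of 135 genes (odds ratio 3.82, Fisher's exact test, one-sided, adjusted p = 7.22e-05). The genes of the recombination list have a median GC content of 43.0%, and after the GC and length correction 32 of them were lower, while those lower by at least 2-fold went from 20 to 1. The heat shock genes have a median GC content of 48.5%, and 23 were higher and 2 lower after the correction. The lower genes were then HSPD1 with -0.195 and HSPE1 with -0.157, while HSPA4 turned to 0.284 (adjusted p = 0.00149 from edgeR).

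**Figure D3:**
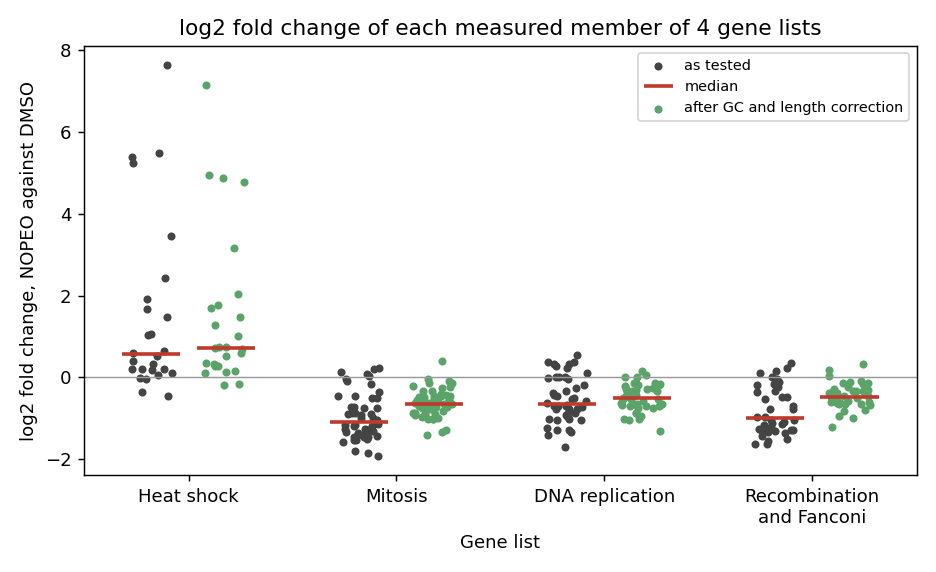
log2 fold change of NOPEO against DMSO (vertical axis) for each measured member of 4 gene lists (horizontal axis), as tested (grey) and after the GC and length correction (green). Red lines are medians, which went from 0.57 to 0.73 for heat shock, from -1.08 to -0.64 for mitosis, from -0.65 to -0.49 for DNA replication and from -1.0 to -0.47 for recombination and Fanconi genes.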

The GO and KEGG analysis were used to confirm the primary functions of NOPEO on MDA-MB-231 cells, the significant difference in the results were displayed in Fig. 7. 

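Genes of the MAPK and Jak/stat pathways changed in both directions after NOPEO. Of 40 measured kinases and GTPases of the MAP kinase cascades, 15 were higher and 19 lower (15 and 19 when adjusted over the list alone), among them MAPK3, encoding ERK1, with a log2 fold change of 1.07 and the stress kinase MAP3K20 with -1.07. Of 35 growth factors, cytokines and receptors upstream of MAP kinases, 8 were higher and 13 lower (7 and 13 when adjusted over the list alone), with TGFB1 at 1.17 and IL1A at -1.42. Of 35 Janus kinases, STATs and their inhibitors, 12 were higher and 15 lower (12 and 15 when adjusted over the list alone), with the feedback inhibitor CISH at 1.37 and the phosphatase PTPN11 at -1.20. Of 33 cytokines and receptors that signal through these kinases, 15 were higher and 12 lower (16 and 12 when adjusted over the list alone). The camera tests of these lists gave adjusted p = 0.698, 0.374, 0.652 and 0.343. By the deposited pathway annotation, 56 of 264 tested genes of the MAPK signaling pathway were DEGs (odds ratio 1.39, Fisher's exact test, one-sided, p = 0.0231, adjusted p = 0.734). For the Jak-STAT signaling pathway it was 28 of 108 (odds ratio 1.80, Fisher's exact test, one-sided, p = 0.00772, adjusted p = 0.416), and the background was the 6293 tested genes with any pathway, of which 1036 were DEGs. Among the higher DEGs alone, the MAPK pathway held 39 genes (odds ratio 1.88, adjusted p = 0.0358). After the GC and length correction these were 19 genes (odds ratio 2.13, adjusted p = 0.07). The call thus ended with fewer DEGs, while the odds ratio did not fall. The MAPK kinase list then had 8 higher and 11 lower genes.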

On the basis of the KEGG pathway results, we found that the changes in the MAPK and Jak/stat pathways were significant. HSPA1B, SESN2, EGR1, DNAJB1, CDKN1A, PMEPA1, DUSP1 and Coroa1 were up-regulated; TOP2A and ASPM were down-regulated (*p* < 0.05). 

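CORO1A, encoding the actin-binding protein coronin 1A, was expressed at a low level in both groups. The gene (ENSG00000102879) lies on chromosome 16 from 30182827 to 30189076. Its level was 1.54 ± 0.474 CPM (SD, n = 3) in DMSO and 3.37 ± 0.587 CPM (SD, n = 3) in NOPEO, a log2 fold change of 1.13 (standard error 0.254, adjusted p = 0.00148 from edgeR). Its transcripts have a GC content of 63.3%. After the GC and length correction, the log2 fold change of CORO1A was 0.302 and did not pass the test (adjusted p = 0.3 from edgeR).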

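Of the MAPK pathway genes that were DEGs, 39 were higher and 17 lower in NOPEO, and of the Jak-STAT pathway genes 16 were higher and 12 lower. The higher MAPK pathway genes include chaperones of the HSP70 family, among them HSPA1L with a log2 fold change of 1.48, and the transcription factors FOS with 2.56 and NR4A1 with 2.85. The stress genes DDIT3, GADD45A and GADD45B had log2 fold changes of 2.70, 1.42 and 1.63. Among the lower MAPK pathway genes were the epidermal growth factor family member EREG with -1.34 and NF1, a negative regulator of RAS, with -1.07. In the Jak-STAT pathway, the kinase PIM1 had a log2 fold change of 2.78 (standard error 0.159, adjusted p = 1.14e-07 from edgeR) and the cytokine CSF3 one of -2.33 (standard error 0.135, adjusted p = 1.14e-07). The cytokines LIF and IL6 went in opposite directions, with log2 fold changes of 1.24 and -1.18, and the receptor subunit IL6ST had -1.02. Of the 2 kinases JAK3 and JAK2, the first was higher with 1.19 and the second lower with -1.17. The annotation assigns the MAPK pathway also to AL671762.1, which overlaps HSPA1B, and to the pseudogene FGF7P3. Other such entries are MAP3K4-AS1 and AC068547.1 in the MAPK pathway and AL645608.8 and AC089983.1 in the Jak-STAT pathway. The counts and tests of both pathways include these entries. HSPA1A, HSPA1B and AL671762.1 each count as a MAPK pathway gene, though how their reads were divided is uncertain. After the GC and length correction, 23 MAPK and 11 Jak-STAT pathway genes were DEGs, and IL6ST and JAK2 had log2 fold changes of 0.0 (adjusted p = 1) and -0.289 (adjusted p = 0.169).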

KEGG analysis of the DEG genes revealed that 26 genes were associated with the MAPK pathway and 15 genes were involved in the transduction process of the Jak/stat pathway (Fig. 8). We speculated that NOPEO suppressed the growth of MDA-MB-231 cells by regulating the MAPK and Jak/stat signalling pathways [31]. Next, we verified the mRNA levels of TOP2A, ASPM, DUSP1 and Coroa1 genes expression on NOPEO treated cells or control by qPCR (Fig. 9). 

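In the RNA-seq libraries, TOP2A and ASPM were lower and DUSP1 was higher after NOPEO. TOP2A (ENSG00000131747), encoding DNA topoisomerase II alpha, lies on chromosome 17 from 40388516 to 40417950. It was at 465 ± 99.3 CPM (SD, n = 3) in DMSO and at 170 ± 10.1 CPM (SD, n = 3) in NOPEO, 0.366 of the DMSO level. ASPM (ENSG00000066279), a spindle protein, lies on chromosome 1 from 197084128 to 197146694. Its level was 126 ± 29.1 CPM (SD, n = 3) in DMSO and 33.3 ± 3.38 CPM (SD, n = 3) in NOPEO, 0.265 of the DMSO level. DUSP1 (ENSG00000120129), a phosphatase of MAP kinases, lies on chromosome 5 from 172768090 to 172771195. It was at 94.3 ± 8.54 CPM (SD, n = 3) in DMSO and at 652 ± 104 CPM (SD, n = 3) in NOPEO, 6.92 times the DMSO level. The transcripts of TOP2A and ASPM have GC contents of 39.1% and 36.9%, and their log2 fold changes after the GC and length correction were -0.609 and -0.904, with adjusted p = 2.52e-05 and 3.69e-06 from edgeR.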

The qPCR results were consistent with the experimental data from RNA-seq.

**Fig. 7:**
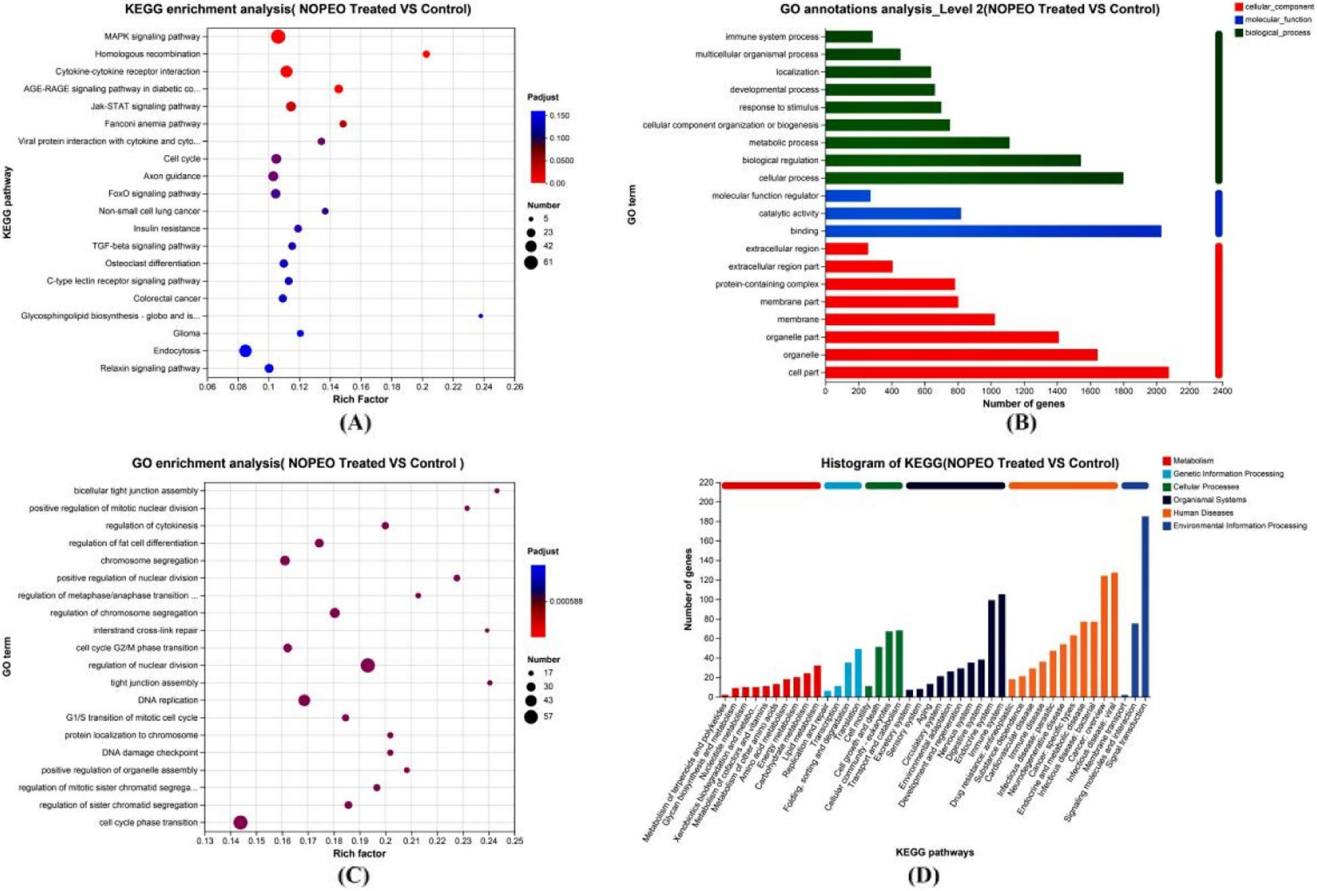
The function and signaling pathway which DEGs involved in analyzed by GO and KEGG. **A**-**B** The GO functional analysis of DEGs. **C**-**D** The KEGG analysis of DEGs

**Fig. 8:**
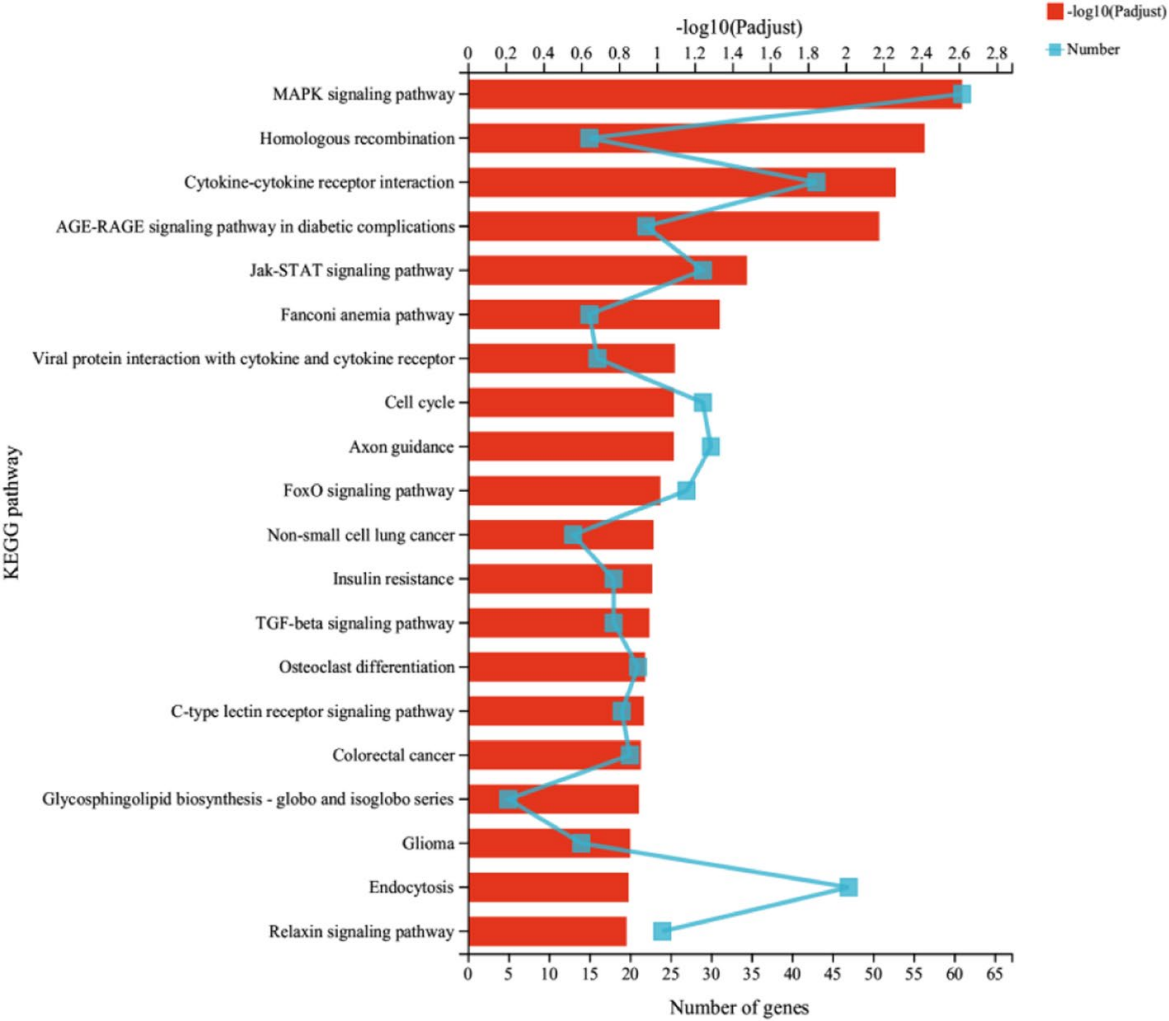
DEGs enrichment analysis for cell signalling pathways

**Fig. 9:**
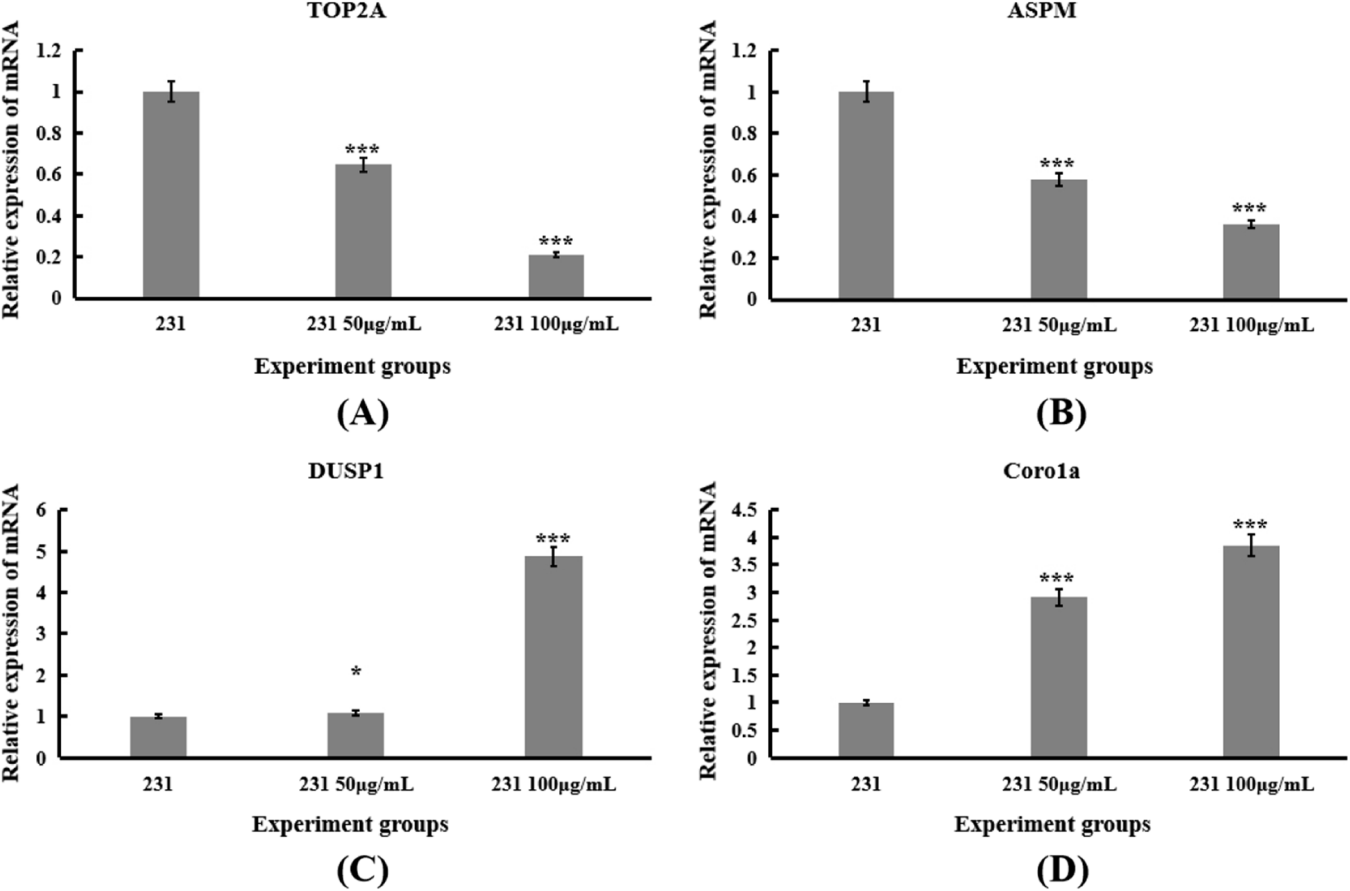
The changes of mRNA levels of DEGs were consistent with RNA-seq analysis. **A**-**D** The expression of ASPM, TOP2A, DUSP1 and Coro1a in NOPEO treated MDA-MB-231 cells and control cells. *** *P* less than 0.001 compared with the control group

## Discussion

In this research, we prepared NOPEO from the peel of navel oranges by cold pressing and molecular distillation. NOPEO exhibited significant inhibitory effects on cell viability, cell cycle distribution, cell apoptosis and migration of TNBC cell line MDA-MB-231 and MDA-MB-453. Our results indicate that exposure to NOPEO at concentrations up to 200 µg/mL results in a marked reduction in cell proliferation and migration, with the viability and mobility rate being reduced compared to the control group. This observation is consistent with the proposed role of NOPEO in suppressing TNBC cell growth.

To gain insights into the underlying mechanisms of NOPEO's action, we used RNA-seq analysis to profile the differentially expressed genes (DEGs) in MDA-MB-231 cells treated with NOPEO. A total of 2711 DEGs were identified, with approximately equal numbers being up-regulated and down-regulated. Functional and pathway enrichment analyses revealed that NOPEO primarily affected the MAPK and Jak/stat signalling pathways in MDA-MB-231 cells. Specific genes, such as HSPA1B, SESN2, EGR1, DNAJB1, CDKN1A, PMEPA1, DUSP1 and Coroa1 were up-regulated, while TOP2A and ASPM were down-regulated. The involvement of the MAPK and JAK/STAT pathways in cancer cell growth and proliferation is well-established, indicating that they will be prime targets for anticancer drug discovery [32, 33].

Of particular interest are the genes DUSP1 and Coroa1, which are known regulators of the MAPK pathway. DUSP1 encodes a dual-specificity phosphatase that dephosphorylates and thereby inactivates MAP kinases, thus suppressing cell proliferation and migration [34]. Coro1A, on the other hand, has been shown to promote cell death in certain cancer cells by activating apoptotic signalling [35]. The up-regulation of these genes in response to NOPEO treatment suggested that they may play a role in mediating the anti-proliferative effects of NOPEO in TNBC cells.

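DUSP1 was one of several MAP kinase phosphatases that rose after NOPEO. Its log2 fold change was 2.79 (adjusted p = 1.58e-08 from edgeR). Among its relatives, DUSP10, which acts on JNK and p38, had a log2 fold change of 2.24, the ERK phosphatase DUSP5 1.95 and DUSP2 2.49. The ERK phosphatases DUSP6 and DUSP7 were lower, with -0.572 and -0.430, and DUSP4, with -0.178, did not pass the test (adjusted p = 0.0893 from edgeR). Of 21 measured dual-specificity phosphatases and other feedback inhibitors of MAP kinases, 8 were higher and 8 lower (8 and 8 when adjusted over the list alone), and camera gave adjusted p = 0.459 for the list. The list has a median GC content of 47.2%, and after the GC and length correction 10 were higher and 8 lower, with DUSP1 at 2.38. Camera then called the list higher (adjusted p = 0.00977), and adjusted p = 0.173 with an estimated correlation. From the rise of DUSP1 and Coroa1 and what is known of their functions, the paper proposes that these genes may mediate the anti-proliferative effect of NOPEO.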

The down-regulation of TOP2A and ASPM genes is also noteworthy. TOP2A encodes topoisomerase II alpha, a key enzyme involved in DNA replication and mitosis. Its down-regulation can lead to impaired DNA replication and mitosis, ultimately resulting in cell cycle arrest and apoptosis [36]. ASPM, on the other hand, is a microtubule-associated protein that plays a role in mitotic spindle formation. Its downregulation is associated with mitotic defects and cell cycle arrest [37].

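Most measured genes of mitosis and of DNA replication were lower in NOPEO treated cells. Of 50 genes of G2 and mitosis, 42 were lower and 1 higher (42 and 1 when adjusted over the list alone). KIF20A, a kinesin of cytokinesis, had a log2 fold change of -1.57, the kinetochore kinesin CENPE -1.80 and the Aurora A cofactor BORA -1.85. The higher gene was PTTG1, encoding securin, with 0.234, a gene named after its value was seen. By camera the mitosis list was lower (adjusted p = 4.24e-15), and adjusted p = 0.244 with an estimated correlation. Of 46 genes of DNA replication and S phase, 32 were lower and 7 higher (32 and 7 when adjusted over the list alone). The cyclin gene CCNE2 had a log2 fold change of -1.70, the replication factor MCM10 -1.41 and CLSPN, encoding claspin, -1.33. Camera gave adjusted p = 1.09e-05 for this list, and adjusted p = 0.171 with an estimated correlation. The mitosis and replication genes have median GC contents of 43.4% and 48.2%. After the GC and length correction PTTG1 had -0.145 (adjusted p = 0.0209 from edgeR), 45 mitosis genes were lower and 1 was higher, the CDK1-inhibiting kinase WEE1, 37 replication genes were lower, and the genes lower by at least 2-fold went from 26 to 6 and from 10 to 4.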

To validate the RNA-seq data, we performed qPCR to assess the mRNA levels of selected genes (TOP2A, ASPM, DUSP1, and Coroa1) in both NOPEO-treated and control cells. The qPCR results were consistent with the RNA-seq data, confirming the reliability of our findings.

Our study demonstrated that NOPEO effectively inhibited the migration of TNBC cells, possibly through the regulation of key genes and signalling pathways involved in cell cycle control and apoptosis. The identification of specific DEGs and their associated signalling pathways provided valuable insights into the molecular mechanisms underlying NOPEO's antiproliferative effects in TNBC cells. Future studies are warranted to further elucidate the therapeutic potential of NOPEO in TNBC treatment.

## Conclusions

Our research showed that NOPEO could induce cell cycle block and apoptosis by regulating the cell cycle-related genes Cyclin D1, CyclinB1, and apoprosis-related genes Bcl-2, Bax in the TNBC cells. NOPEO treatment significantly reduced MDA-MB-231 cell motility and downregulated metastasis associated proteins such as MMP-2 and MMP-9. The results of RNA-seq assay implied one possibility that NOPEO may inhibit the progression of TNBC cells via the MAPK and Jak/stat signalling pathways. On the basis of these results, NOPEO may be a potential natural product for the chemotherapeutics of TNBC.

### Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author upon reasonable request. The results of RNA-seq were submitted to GEO, the accession number is GSE253079(https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE253079).

## Abbreviations

NOPEO: Navel Orange Peel Essential Oil
TNBC: Triple Negative Breast Cancer
PBS: Phosphate buffered saline
L-15: Leibovitz’s L-15
FBS: Fetal bovine serum
DMSO: Dimethyl sulfoxide
MMP: Matrix metalloproteinase
PI: Propidium Iodide
ECL: Enhanced chemiluminescence
qPCR: Realtime fluorescence quantitative PCR
DEGs: Differentially expressed genes
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
SD: Standard deviation

# Supplementary material for: Navel orange peel essential oil inhibits the growth and progression of triple negative breast cancer
**Source:** BMC Complement Med Ther. 2024 Jun 14;24:233. doi: 10.1186/s12906-024-04525-y

**Table S1 The sequence of primer were used in qPCR.** The TOP2A, ASPM, DUSP1 and Coroa1 genes were detected by qPCR with the following primer sequences.

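The primers of Table S1 were matched to the GENCODE v29 transcripts of their genes on GRCh38. Both ASPM primers match the coding sequence on chromosome 1, the first across exons 16 and 17 and the second across exons 17 and 18 of 27, with a product of 218 bases. Both match together in 2 of the 3 ASPM transcripts. Both CORO1A primers match the coding sequence on chromosome 16, the first in exon 7 and the second across exons 9 and 10 of 11, with a product of 253 bases. Both match together in 3 of the 17 CORO1A transcripts. For DUSP1 on chromosome 5, the primer GGTTGTCCTCCACAGGGATG matches exon 3 of 4 from 172769623 to 172769642. For TOP2A on chromosome 17, the primer AGCCATTTCGACCACCTGTC matches across exons 5 and 6 of 35. The other primers listed for DUSP1 and TOP2A, GGATACGAAGCGTTTTTCGGC and GAAGTGTCAACCATTGCAGCC, had no exact match in the GENCODE v29 transcripts of their gene.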

| Primer    | sequence (5' to 3')      |
|-----------|--------------------------|
| TOP2A AS  | GAAGTGTCAACCATTGCAGCC    |
| TOP2A FS  | AGCCATTTCGACCACCTGTC     |
| ASPM AS   | AACGCCATCAGGAGAGAGAG     |
| ASPM FS   | CCTCCACATAGCCTGAATAAGTGA |
| DUSP1 AS  | GGATACGAAGCGTTTTTCGGC    |
| DUSP1 FS  | GGTTGTCCTCCACAGGGATG     |
| Coroa1 AS | ACCCTGACACCAACATCGTC     |
| Coroa1 FS | TGGAACAGGTCCGACTTTCG     |

## Original image of protein immunoblotting experiment

**Figure 2 D**

The expression of Cyclin B1 and  $\beta$ -actin was analyzed by western blotting.

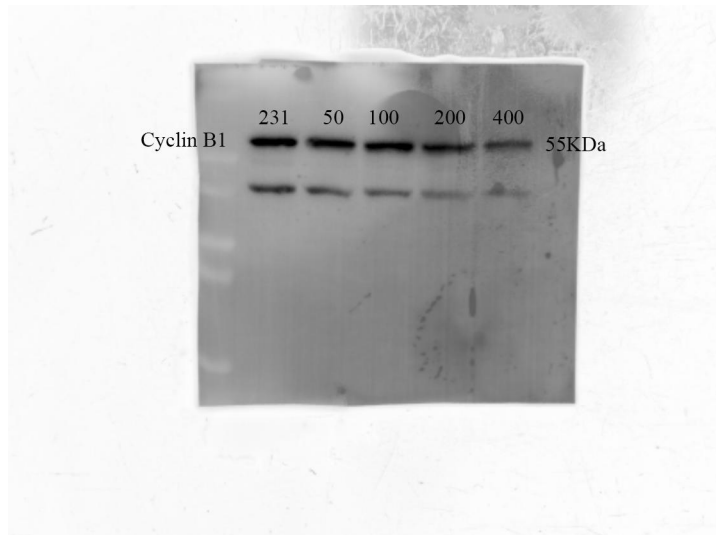

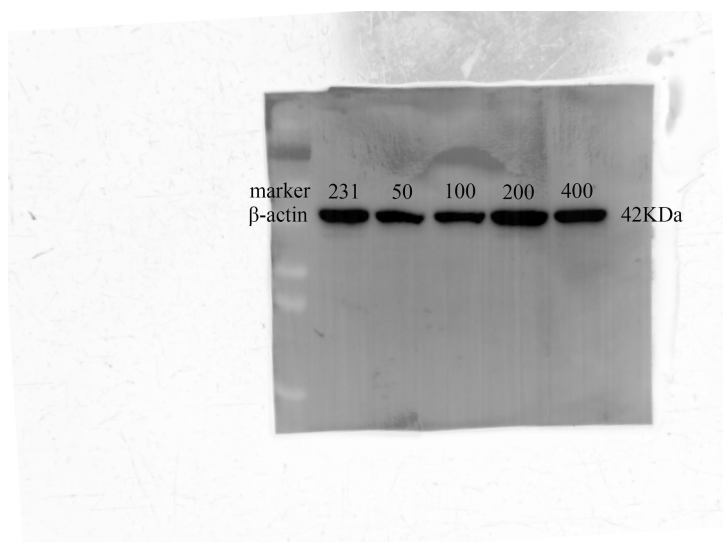

**The expression of Cyclin D1 and  $\beta$ -actin was analyzed by western blotting.**

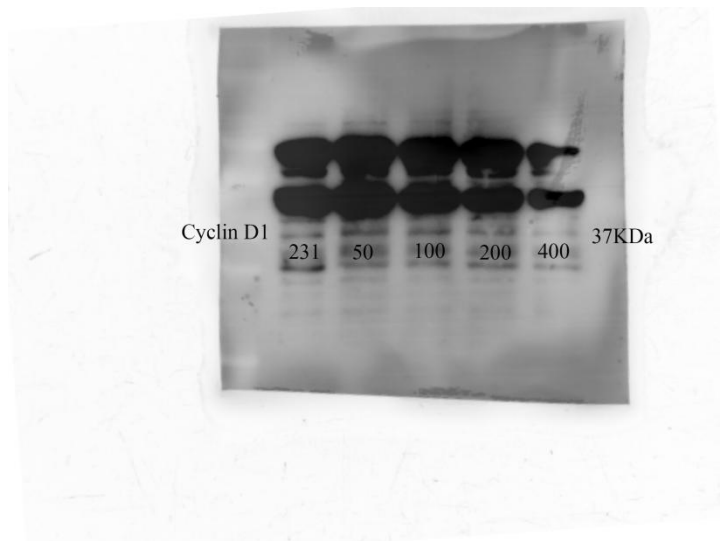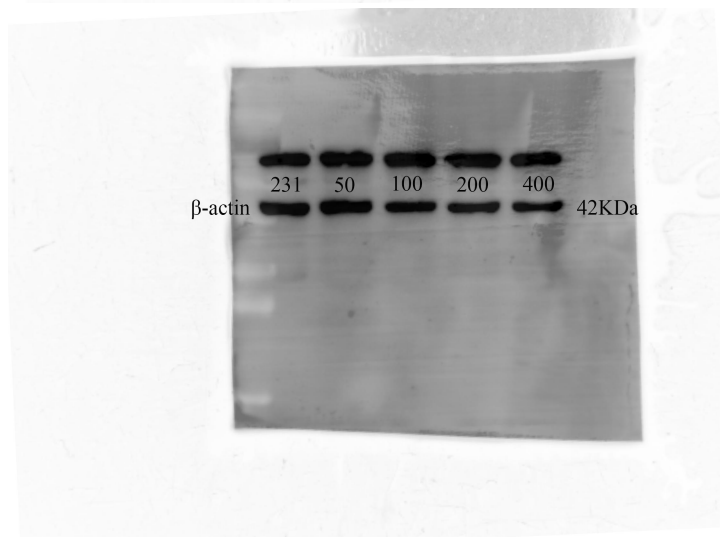

**Figure 3C**

**The expression of MMP9, BAX and  $\beta$ -actin was analyzed by western blotting.**

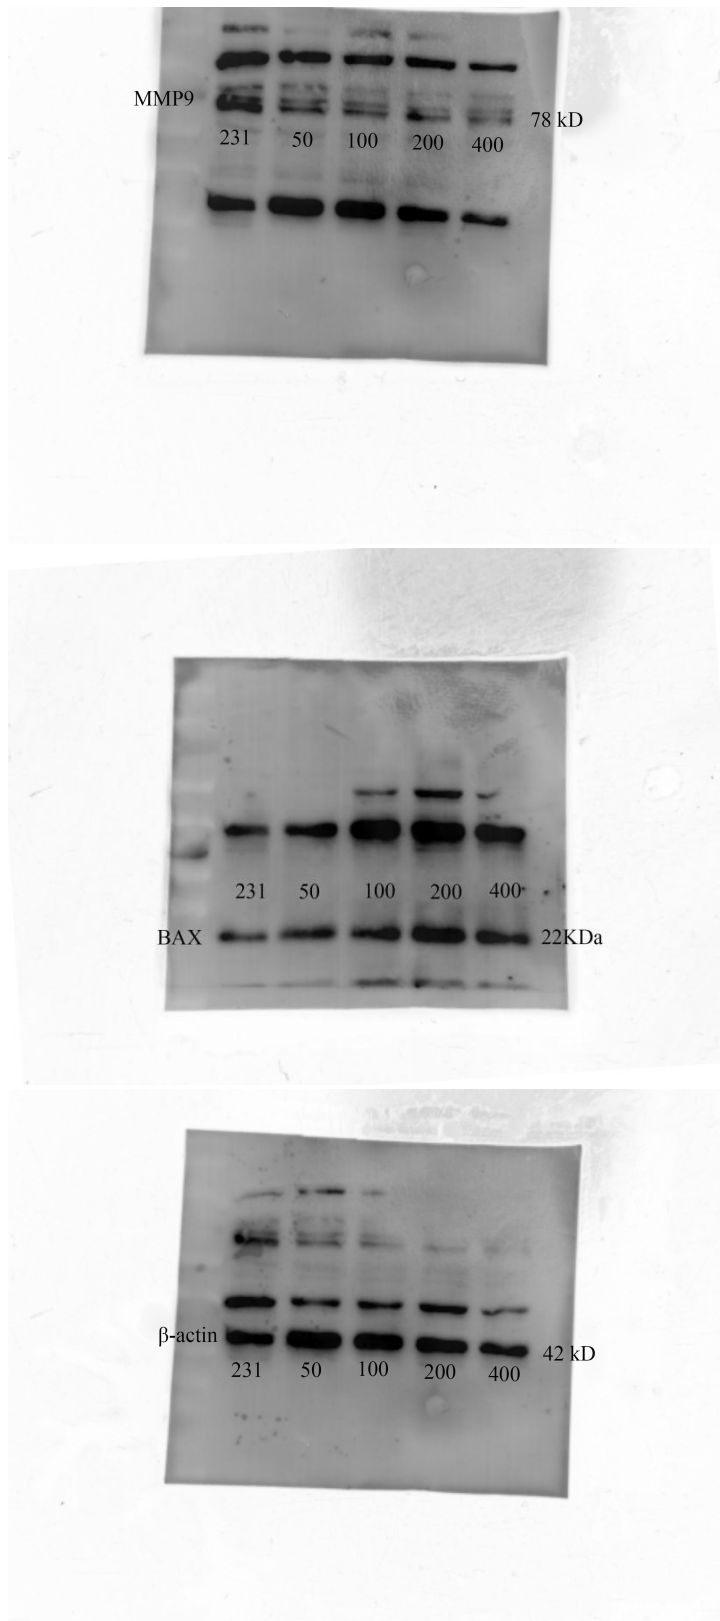

The expression of MMP2, Bcl-2 and  $\beta$ -actin was analyzed by western blotting.

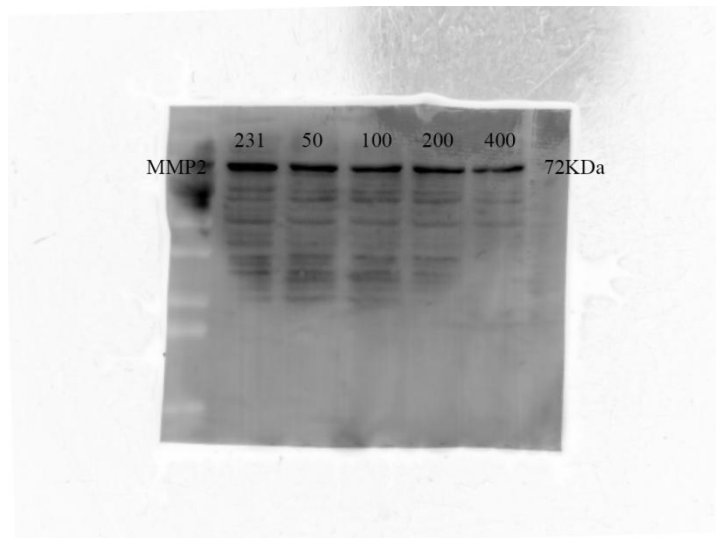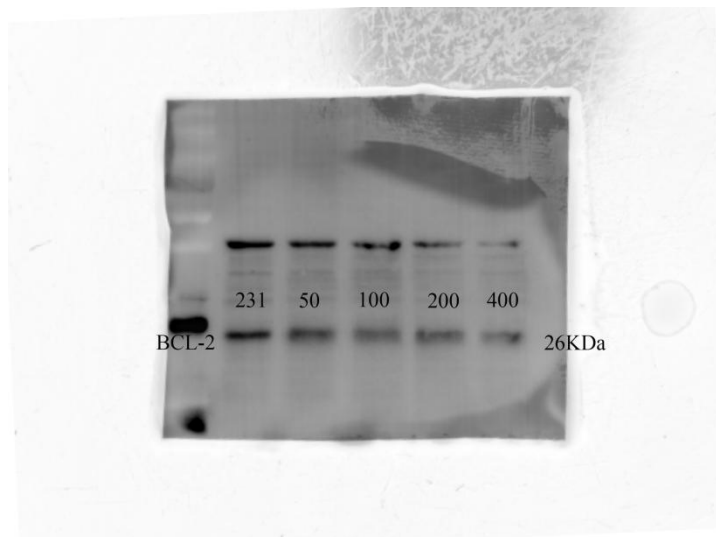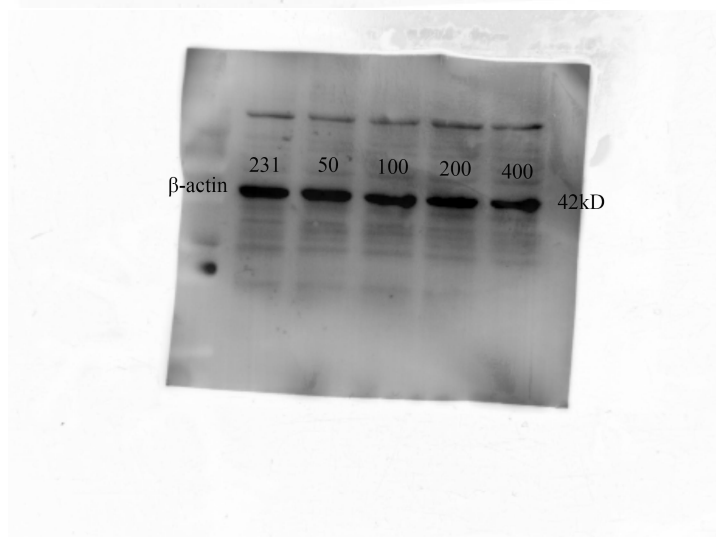

**Supplement:** Supplementary file 2 — Supplementary Material 2.

How the deposited data were processed for this re-analysis (not part of the article)

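RNA-seq of MDA-MB-231 cells, a human triple negative breast cancer cell line, was analysed for 3 libraries treated with 50 μg/mL NOPEO and 3 libraries treated with DMSO for 24 h. Conditions and replicate numbers come from the sample labels and the paper's methods, and every sample could be mapped. The sample labels give the dose as 50 ppm.

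The authors deposited 1 table of the whole series with estimated counts for 245606 transcripts of 60862 genes and with pathway annotation. Its name describes the values as normalized, but the columns sum to different totals per library and 72.8% of the gene sums above 0 lie within 0.05 of a whole number, so they were treated as estimated counts. The design had assumed TPM; it provides edgeR for counts, and that test was used. The aligner, the counter, the genome build and the annotation are not given in the sources used here. The deposited counts on transcripts with MSTRG identifiers, 11213 of them, make up 12.4% of all counts. Another 2 columns hold group means and were not used.

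Counts were summed per gene and rounded to whole numbers. Genes with at least 1 CPM in at least 3 of 6 libraries were kept (14016 genes). edgeR 4.0.16 (TMM, glmQLFit and glmQLFTest, R 4.3.3) tested NOPEO against DMSO without covariates, with a prior count of 0.125 for the fold changes, and p-values were adjusted by Benjamini-Hochberg. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. A DEG has an adjusted p of 0.05 or less and an absolute log2 fold change of 1 or more. The test was checked on simulated counts, where it called 15 unchanged genes beside the recovered ones. Total counts ranged from 21363895 to 30891725 per library.

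There were 38 gene lists, written from textbook knowledge before the data were examined, as were the test, the thresholds, the rule for named genes and most of the other settings tried; those chosen or replaced later are named as such. The first rows of the study's supplementary table of DEGs had been seen by then. Genes seen there, among them HMOX1, HSPA1A, HSPA1B, HSPA6, DNAJB1, SESN2, EGR1 and CHAC1, belong to the heat shock, NRF2, ATF4 and immediate early lists. The tests of these lists are therefore not independent of that look. Lists were tested with camera and fry of limma 3.58.1. With the preset correlation, camera called 13 lists higher and 3 lower. With an estimated correlation it called 0, with 7 at an unadjusted p of 0.05 or less, and fry, which tests whether the genes of a list move one way on balance, called 30. Pathways of the deposited annotation with at least 5 tested genes were tested with Fisher's exact test, one-sided, over the tested genes with any pathway.

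The text names the genes that the paper names, the 10 highest and 10 lowest fitted fold changes among genes past adjusted p whose groups do not overlap and whose higher mean is at least 5 CPM, and, as examples, genes from among the up to 4 per list with the largest change, and 4 genes seen before in the supplementary table. Other genes of a list or pathway are named as examples chosen after their values were seen.

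GC content was taken from GENCODE v29 transcripts and length from the deposited table, both weighted by counts; 98.4% of the tested genes have a value. For the GC and length correction, added after seeing the data, a smooth trend of each library against both was fitted with mgcv 1.9.3 to deviations limited to 1.5 on the log2 scale and entered edgeR as an offset. On simulated counts with a GC trend and no other change, 7221 genes were called without and 0 with the correction. This trend was linear, the same in all NOPEO libraries and without a length part, a shape that the fit removes by design. With 200 genes changed as well, edgeR with the correction called 160 of them and 9 others. The changed genes were drawn without regard to GC content. The check therefore cannot show how the correction treats a response that itself follows GC content or length.

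The other settings tried were DESeq2 1.42.0, upper-quartile factors, named beforehand for the case of counts in place of quantile normalization, library sizes without the 50 most abundant genes, prior counts of 0.1 and 2, which took the place of pseudocounts once the values were seen to be counts, no filter, a filter at 5 CPM, limma on log2 CPM without trend, a replicate block, each library left out in turn, protein-coding genes alone, fold thresholds of 1.5 and 3, and both other list tests. The setting without the 50 most abundant genes scaled by the remaining totals alone, without TMM. DESeq2 without a filter, the omission of MSTRG transcripts, and the correction with and without DMSO replicate 3 were added later. The study's supplementary table was used in the first 1999 rows of 2711 held here, for a comparison of values only. Western blots, flow cytometry, MTT and scratch assays were not analysed here. Some genes and 1 gene list are not reported here.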

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

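Among the tests in this part, the choice of the GC and length tests, of the matched lists and of the overlap test, and the limits that decide these tests and the test of the splits of the libraries, were made after the results were seen.

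Several of the strongest rises lie outside the genes that the paper discusses. Above the DMSO level were HSPA6 (log2 fold change 7.63), HMOX1 (7.15), HSPA1A (5.50), AL671762.1 (5.17), AC006486.1 (3.97), LCN10 (3.71), RNF223 (3.54) and FOSB (3.34), each with an adjusted p of 0.05 or less from edgeR. Of gene lists that the paper does not discuss, 23 NRF2 target genes, 22 ATF4 target genes, 21 immediate early genes, 16 cholesterol synthesis genes, 5 metallothionein genes and 12 replication-dependent histone genes were higher.

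With 10 possible splits of 6 libraries into 3 and 3, no share under 0.05 can be reached. The real split gave 2368 DEGs and 9952 genes at an adjusted p of 0.05 or less, as 1 of 10 splits, and the highest other split gave 0 with edgeR, where 120 genes had an unadjusted p of 0.05 or less. Every other split mixes DMSO and NOPEO libraries, so the difference between the groups enters the spread and keeps the calls low. This contrast therefore cannot decide between treatment, chance and a batch.

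The log2 fold changes followed GC content and transcript length. Across genes, Spearman's rho of the log2 fold change was 0.68 with GC content and -0.51 with length. DMSO replicate 3 as the only source is argued against, since rho was 0.64 without it. A bias between libraries without any treatment was present: DMSO replicate 3 differed from the other DMSO libraries with a rho of -0.72, a span of 0.62 between the lowest and highest GC decile, against medians of -0.79 and 0.71 in these deciles between the groups. Whether the larger difference between the groups is technical or a response of long, AT-rich transcripts to NOPEO stays open, because GC content and treatment go together in these 6 libraries, and the biological explanation was not tested.

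Some of the gene groups at the claims, but none of the MAPK and Jak-STAT lists, were set against 10000 lists matched on GC content and length. As far out as the observed median were 0 matched lists for the lower mitosis genes, 0 for the lower homologous recombination and Fanconi genes, 0 for the higher heat shock genes and 0 for the lower DNA replication genes, and these lists passed camera with its preset correlation after the correction, which speaks against the trend as their whole cause in tests that take the genes of a list as nearly independent. With an estimated correlation the first 3 of these lists did not pass camera after the correction (adjusted p 0.0602 for mitosis, 0.173 for recombination and 0.173 for heat shock), and DNA replication did (0.0467). Part of the size remains open: the mitosis median went from -1.08 to -0.64, against a matched median of -0.42. For the higher ribosomal protein genes, 36 matched lists were as far out, but after the correction their median went from 0.78 to 0.11 and camera gave an adjusted p of 0.067, so the trend and a rise of these genes cannot be told apart. The rule that asked for both tests was set after these values were seen.

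Some of the strongest rises share their position with another. Of 122 genes up by 2 or more on the log2 scale, 6 overlap another of them, where 1000 random lists gave a median of 0 and at most 5. The pairs are HSPA1B with AL671762.1, PMEPA1 with NKILA and GDF15 with MIR3189, and another 7 have counts identical to those of another gene. This is consistent with reads assigned to more than 1 overlapping or identical gene (6 genes), although a shared response of neighbouring genes was not tested.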

How the results depend on the processing

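The GC and length corrections, DESeq2 without a filter and the omission of MSTRG transcripts were chosen after seeing the data; the other settings were chosen earlier, except that prior counts of 0.1 and 2 took the place of pseudocounts once the values were seen to be counts; these 2 are counted here with the settings chosen earlier. Of 166 named genes, 162 kept direction and side of the threshold under every setting chosen earlier that tested them. With the GC and length correction 144 did, 13 kept their direction but lost their call and 9 turned, and with DMSO replicate 3 left out as well the numbers were 143, 15 and 8. With the replicate block there were 1193 higher and 1183 lower DEGs; same-numbered libraries did not pair, with correlations of 0.107, 0.02 and 0.11. Leaving out each library gave 988 to 1325 higher and 853 to 1525 lower DEGs. At 21363895 to 30891725 counts per library the test recovered 53.7% of 1.5-fold and 88.1% of 2-fold changes in simulated counts. Only 200 genes were changed there, far fewer than passed in the libraries, so these rates need not hold for this comparison. Where not stated, the cause was not tested.

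The fold threshold alone moved the DEGs to 3032 higher and 3395 lower at 1.5-fold and to 283 and 146 at 3-fold. With the GC and length correction they were 475 and 338, and 458 and 351 with DMSO replicate 3 left out as well. MAPK pathway DEGs were then 23 and 22, and Jak-STAT pathway DEGs 11 and 12; the filter at 5 CPM, which tests fewer genes, gave 16. Leaving out each library gave 19 to 31 Jak-STAT pathway DEGs. The adjusted p of the enrichment stayed above 0.05, between 0.142 and 0.96 for MAPK and between 0.0667 and 0.967 for Jak-STAT over the 16 settings chosen earlier that refit the genes.

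With the correction, and with DMSO replicate 3 left out as well, the lists had these counts: MAPK kinases 8 and 7 higher, 11 and 9 lower; MAPK ligands and receptors 7 and 5 lower; Jak-STAT core genes 8 and 7 lower; Jak-STAT cytokines and receptors 5 and 3 lower; replication genes 0 and 0 higher; recombination genes 0 and 0 higher. Heat shock genes had 1 lower with DMSO replicate 3 left out as well. Scaling without the 50 most abundant genes gave 0 higher mitosis and 4 higher replication genes, and no filter 0 higher mitosis genes. Recombination genes had 2 higher under DESeq2, upper-quartile factors, the filter at 5 CPM, the replicate block and without MSTRG transcripts. Leaving out each library gave 0 to 2 higher mitosis and 1 to 2 higher recombination genes.

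With an estimated correlation camera lost its call for all 16 lists it had called, among them mitosis (adjusted p 0.244), replication (0.171), recombination (0.364) and heat shock (0.374). After the correction 3 lists passed with an estimated correlation, replication (0.0467), NRF2 targets (0.0189) and ATF4 targets (0.0467). fry, which does not compare a list with other genes, called MAPK kinases (0.0441), MAPK phosphatases (0.0204), MAPK ligands and receptors (0.0156) and Jak-STAT cytokines and receptors (0.022).

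Among the 166 named genes, signs of log2 fold changes turned only under the correction: BAD -0.045, and, with DMSO replicate 3 left out as the second value, BAX -0.141 and -0.143, CYP1B1 0.018 and 0.046, ERBB2 -0.087 and -0.079, GSTP1 -0.332 and -0.274, KRT19 -0.090 and -0.091, KRT8 -0.026 and -0.001, MT2A -0.346 and -0.319 and NDUFA1 -0.055 and -0.037. Of these, BAX, GSTP1 and MT2A passed with the turned sign under the correction (adjusted p = 0.0479, 0.000583 and 0.000547 from edgeR), and the others did not pass. With DMSO replicate 3 left out as well, BAX did not pass (adjusted p = 0.0827 from edgeR). Genes named only as examples after their values were seen are not counted here, and of those HSPA4 and PTTG1 also turned under the correction. CORO1A is among the genes that kept their direction but lost their call.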

Differences from the paper's values

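The GC and length correction named in this part was chosen after seeing the values; the other alternatives were set before the data were examined, except that prior counts of 0.1 and 2 took the place of pseudocounts of that size once the values were seen to be counts. Counts and folds are said to differ where 1 value is more than 1.5 times the other, and log2 fold changes where they lie further apart than the standard error here.

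The paper states 26 DEGs in the MAPK pathway and here there were 56 by the deposited annotation. The value differs under all 16 alternatives set before the data were examined. The count here includes entries such as MAP3K4-AS1 and the pseudogene FGF7P3, and the paper's text does not say whether such entries were counted. The paper states 15 DEGs in the Jak/stat pathway and here there were 28; with the filter at 5 CPM (16) and without DMSO replicate 3 (19) the values no longer differ, and under the other 14 they do. The GC and length correction, chosen after seeing the values, gave 23 and 11, and 22 and 12 with DMSO replicate 3 left out as well, which do not differ from the paper's values. It drops 1529 of the 1980 rows of the authors' supplementary table that were tested here, of the 1999 held, and CORO1A. Fig. 8, read by eye, draws about 61 and about 29 genes, from which 56 and 28 do not differ, while 23 and 11, and 22 and 12, do, as do the Jak-STAT counts with the filter at 5 CPM (16) and without DMSO replicate 3 (19).

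The paper's qPCR folds were read by eye from Fig. 9 and are compared with RNA-seq folds here. The paper's text and legend give no dose or time for the qPCR, so the treatments may differ. A primer listed for DUSP1 and another for TOP2A had no exact match in the transcripts of their gene. The primer pair of ASPM matches 2 of its 3 transcripts and that of CORO1A 3 of 17, while the RNA-seq folds sum all transcripts of a gene. For TOP2A the paper's value is about 0.65 and the value here 0.366, for ASPM about 0.58 and 0.265, and for DUSP1 about 1.1 and 6.92, and these differ under all 16 alternatives set before the data were examined. The correction, chosen after seeing the values, gave 0.655 for TOP2A and 0.534 for ASPM, which do not differ from the paper's values, and 0.672 and 0.540 with DMSO replicate 3 left out as well. For DUSP1 it gave 5.20 and 5.15, which still differ. For CORO1A the value here, 2.19, does not differ from the paper's about 2.9, but the corrected values of 1.23 and 1.2 do.

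The paper describes the changes in the MAPK and Jak/stat pathways as significant. Its text names no adjustment or background for the pathways, so the thresholds may differ. Here their enrichment had p-values of 0.0231 and 0.00772 from Fisher's exact test, one-sided, with ranks 9 and 6 by p. Adjusted over 323 pathways, the p-values of this test were 0.734 and 0.416. The MAPK pathway passed among the higher DEGs alone (odds ratio 1.88, adjusted p = 0.0358). That call ended after the correction (adjusted p = 0.07), while the odds ratio was 2.13 with fewer DEGs. For both directions together the odds ratios went from 1.39 to 1.56 for MAPK and from 1.80 to 1.83 for Jak-STAT. The paper lists the genes of Table 1 as the top DEGs. By p here, HMOX1 had rank 1, SESN2 rank 2, HSPA1A rank 3 and HSPA1B rank 4, while ASPM had rank 166 and TOP2A rank 461; the authors' supplementary table also puts HMOX1 and HSPA1A in ranks 1 and 2. The paper states 1376 higher and 1335 lower DEGs, within 1.5 times of the 1169 and 1199 here. DESeq2 with no filter on low counts, chosen after seeing the values, gave 1392 and 1360 and dropped 12 of the 1980 rows of the supplementary table tested here. The higher count differs under 4 of the alternatives set before the data were examined, scaling without the 50 most abundant genes, the filter at 5 CPM and both fold thresholds, and the lower count under 4, the filter at 5 CPM, both fold thresholds and without DMSO replicate 3. Both differ under the correction, with 475 and 338. The log2 fold changes of Table 1 lay within the standard error of those here; under 1 or 2 of the 16 alternatives those of HSPA1B, DNAJB1, PMEPA1, DUSP1, DDIT4, TOP2A and ASPM did not.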

Other observations

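In this part, the tests with the GC and length correction were chosen after the results were seen.

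Most measured NRF2 target, ATF4 target and immediate early genes were higher after NOPEO. Of 29 measured NRF2 target genes of the oxidative stress response, 23 were higher and 1 lower (23 and 1 when adjusted over the list alone; camera adjusted p = 2.11e-10, and adjusted p = 0.077 with an estimated correlation), with OSGIN1 at a log2 fold change of 1.99 and AKR1C2 at 1.35. Of 29 ATF4 target genes of the integrated stress response, 22 were higher and 1 lower (22 and 1 when adjusted over the list alone; camera adjusted p = 6.94e-15, and adjusted p = 0.077 with an estimated correlation), with CHAC1 at 2.93 and DDIT3 at 2.70. Of 23 immediate early transcription factors, 21 were higher (22 higher and 1 lower when adjusted over the list alone; camera adjusted p = 8.89e-13, and adjusted p = 0.278 with an estimated correlation). After the GC and length correction 21 NRF2 target genes were higher and 3 lower, 24 ATF4 target genes were higher while the other 5 did not pass the test, and 16 immediate early genes were higher and 3 lower, with KLF2 at -1.40, and the NRF2 and ATF4 lists then also passed with an estimated correlation (adjusted p = 0.0189 and 0.0467). Endoplasmic reticulum chaperones and ATF6/XBP1 targets went both ways, with 8 of 24 higher and 11 lower (8 and 11 when adjusted over the list alone).

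Among metabolic and other groups, 16 of 25 cholesterol synthesis and uptake genes were higher and 2 lower (16 and 2 when adjusted over the list alone; adjusted p = 0.167 with an estimated correlation). Of 13 replication-dependent histone genes, 12 were higher (12 when adjusted over the list alone, and camera adjusted p = 0.256 with an estimated correlation). After the correction 8 of them were higher and 1 lower. Of 18 TGF-beta target genes, 12 were higher and 3 lower (13 and 3 when adjusted over the list alone; adjusted p = 0.183 with an estimated correlation), and of 26 interferon-stimulated genes 14 were higher and 2 lower (14 and 2 when adjusted over the list alone; adjusted p = 0.461 with an estimated correlation). NF-kB target genes went both ways, with 10 of 26 higher and 9 lower (10 and 9 when adjusted over the list alone), while the chemokine CXCL1 fell by 1.94 on the log2 scale and kept a log2 fold change of -2.06 after the correction. Of 32 nuclear genes of oxidative phosphorylation, 21 were higher and 5 lower (22 and 5 when adjusted over the list alone; adjusted p = 0.582 with an estimated correlation), and 13 and 9 after the correction. Of 37 ribosomal protein genes, 32 were higher and 2 lower (32 and 2 when adjusted over the list alone; adjusted p = 0.514 with an estimated correlation), and 16 and 7 after the correction. Of 6 metallothionein and zinc transporter genes, 5 were higher (5 when adjusted over the list alone; adjusted p = 0.278 with an estimated correlation), but MT2A, at 1.06, had -0.346 after the correction.

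The other lists are given here with counts that, before the correction, were the same when adjusted over the list alone. HIF1 target and glycolysis genes had 19 of 28 higher and 3 lower (camera adjusted p = 0.000649, and adjusted p = 0.506 with an estimated correlation), and 13 and 3 after the correction. The lists that follow did not pass camera. Pro-apoptotic genes had 13 of 30 higher and 10 lower, and anti-apoptotic genes had 3 of 13 higher and 6 lower. G1 cyclins, their kinases and CDK inhibitors had 7 of 18 higher and 7 lower, with CDK6 at -1.27. Matrix metalloproteinases, their inhibitors and related proteases had 20 of 32 higher and 10 lower, and 13 and 8 after the correction (14 and 9 when adjusted over the list alone). Among genes of epithelial-mesenchymal transition and cell adhesion, 12 of 34 were higher and 10 lower, with SNAI1 at 2.35 and CDH2 at -1.53. FOXO factors and their targets had 12 of 23 higher and 4 lower, autophagy genes 11 of 22 and 6, and genes encoded by mitochondrial DNA 2 of 15 and 8. After the correction the transition, FOXO, autophagy and mitochondrial lists passed camera (adjusted p = 0.00977, 0.00198, 0.00044 and 0.0044), and adjusted p = 0.173, 0.407, 0.346 and 0.605 with an estimated correlation. Tight junction genes had 7 of 17 higher and 9 lower, proteasome subunits 13 of 30 and 11, fatty acid synthesis and lipid droplet genes 10 of 23 and 10, and aryl hydrocarbon receptor and xenobiotic metabolism genes 6 of 12 and 4. Of the markers of other cell types, 1 of 5 leukocyte markers was higher and 1 lower, 3 of 5 fibroblast markers were higher and 1 lower, and 5 of 8 luminal epithelial markers were higher and 3 lower.

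The mRNAs of proteins that the paper blotted were measured here at 50 μg/mL. CCNB1 had a log2 fold change of -0.756, BCL2 -1.18, BAX 0.756 and MMP9 0.701, each past an adjusted p of 0.05 from edgeR, and CCND1 -0.103 (adjusted p = 0.336). After the correction BAX had -0.141 (adjusted p = 0.0479 from edgeR), so it was then called lower, and MMP9 had 0.053 (adjusted p = 0.831). MMP2, ESR1 and PGR had at most 5 counts in any library. SFT2D3 had 0 counts in each DMSO library and 54, 98 and 73 in the NOPEO libraries.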
